# Short bowel syndrome results in increased gene expression associated with proliferation, inflammation, bile acid synthesis and immune system activation: RNA sequencing a zebrafish SBS model

**DOI:** 10.1186/s12864-016-3433-4

**Published:** 2017-01-25

**Authors:** Kathy A. Schall, Matthew E. Thornton, Mubina Isani, Kathleen A. Holoyda, Xiaogang Hou, Ching-Ling Lien, Brendan H. Grubbs, Tracy C. Grikscheit

**Keywords:** Short bowel syndrome, RNA sequencing, Intestinal resection, Inflammation, Cell proliferation, Innate and adaptive immunity

## Abstract

**Background:**

Much of the morbidity associated with short bowel syndrome (SBS) is attributed to effects of decreased enteral nutrition and administration of total parenteral nutrition (TPN). We hypothesized that acute SBS alone has significant effects on gene expression beyond epithelial proliferation, and tested this in a zebrafish SBS model.

**Methods:**

In a model of SBS in zebrafish (laparotomy, proximal stoma, distal ligation, *n* = 29) or sham (laparotomy alone, *n* = 28) surgery, RNA-Seq was performed after 2 weeks. The proximal intestine was harvested and RNA isolated. The three samples from each group with the highest amount of RNA were spiked with external RNA controls consortium (ERCC) controls, sequenced and aligned to reference genome with gene ontology (GO) enrichment analysis performed. Gene expression of *ctnnb1*, *ccnb1*, *ccnd1*, *cyp7a1a*, *dkk3*, *ifng1*-*2*, *igf2a*, *il1b*, *lef1*, *nos2b*, *saa1*, *stat3*, *tnfa* and *wnt5a* were confirmed to be elevated in SBS by RT-qPCR.

**Results:**

RNA-seq analysis identified 1346 significantly upregulated genes and 678 significantly downregulated genes in SBS zebrafish intestine compared to sham with Ingenuity analysis. The upregulated genes were involved in cell proliferation, acute phase response signaling, innate and adaptive immunity, bile acid regulation, production of nitric oxide and reactive oxygen species, cellular barrier and coagulation. The downregulated genes were involved in folate synthesis, gluconeogenesis, glycogenolysis, fatty-acid oxidation and activation and drug and steroid metabolism. RT-qPCR confirmed gene expression differences from RNA-Sequencing.

**Conclusion:**

Changes of gene expression after 2 weeks of SBS indicate complex and extensive alterations of multiple pathways, some previously implicated as effects of TPN. The systemic sequelae of SBS alone are significant and indicate multiple targets for investigating future therapies.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3433-4) contains supplementary material, which is available to authorized users.

## Background

Short bowel syndrome (SBS) and intestinal failure occur after surgical resection of large amounts of small intestine, which is a necessary response to multiple congenital anomalies, newborn surgical emergencies or trauma. The incidence of SBS is almost double the cumulative incidence of all invasive childhood cancers and has a 30% 5-year mortality [1, 2]. The usual treatment for SBS is the administration of intravenous (IV) nutrition because there is inadequate available intestinal surface area to absorb sufficient nutrition. A reduction of just 10% of US patients requiring home IV nutrition for SBS would result in estimated savings of $780,000,000 [3]. The patients who wean off of IV nutrition for SBS are able to do so because the remainder of their intestine undergoes adaptation. In intestinal adaptation, the epithelial surface area markedly increases with taller villi and deeper crypts, which results in a gain of available cell surfaces to absorb nutrition. For this reason, SBS has been particularly understood as a problem of diminished nutritional absorption, and the epithelial response has been much more studied than the in vivo intestine as a whole. But systemic effects beyond epithelial responses to nutrition such as inflammation, infection, cholestasis, hepatic fibrosis, electrolyte abnormalities and catheter related infections are observed in patients with SBS [4–6]. These systemic effects have been attributed to some of the treatment therapies as opposed to the actual disease process, such as the association of liver fibrosis to the administration of IV nutrition.

The systemic effects resulting from SBS have not been extensively studied. However, isolated SBS was found to create a systemic pro-inflammatory state that is magnified by sepsis independent of TPN [4]. Given that effects of SBS on gene expression in cell types outside of the epithelium have not been intensively studied, we evaluated matched samples of zebrafish intestine with and without SBS that was established 2 weeks prior to harvest, a model we previously validated [7], with RNA sequencing. This SBS model demonstrated increased villus epithelial perimeter, a measure of the exuberant epithelial expansion that accompanies intestinal adaptation in human SBS, as well as increased proliferation with more BrdU+ cells identified at 2 weeks after SBS surgery. The significant increase in BrdU+ cells was identified at 2 weeks in the SBS group, but is no longer statistically significant by the 4-week timepoint. The 2-week timepoint was chosen for these experiments to capture data at a known timepoint of cellular proliferation during adaptation in SBS. This analysis identified 1346 upregulated genes and 678 downregulated genes in SBS zebrafish intestine compared to sham-operated fish, with key genes confirmed by PCR. The upregulated genes were involved in cell proliferation, acute phase response signaling, innate and adaptive immunity, bile acid regulation, production of nitric oxide and reactive oxygen species, cellular barrier and coagulation. The downregulated genes were involved in folate synthesis, gluconeogenesis, glycogenolysis, fatty-acid oxidation and activation and drug and steroid metabolism.

## Methods

All protocols were approved by Children’s Hospital Los Angeles animal care facility and IACUC.

### Generation of SBS and sham zebrafish

We previously reported a zebrafish SBS model in which the intestine is resected at a reproducible site analogous to a human jejunostomy [7]. To generate SBS for RNA-seq analysis, we followed this established protocol, and adult male wild-type Ekk zebrafish were grouped into either SBS surgery (*n* = 29) or sham (*n* = 28) groups. Zebrafish were housed and handled in accordance with our approved animal protocol, and maintained in tank water changed every other day and pH balanced. Health checks were performed at these times and more frequently just after surgery, in accordance with our protocol. 3 from each group were harvested for RNA sequencing at 2 weeks and the remaining fish were harvested for evaluation by histology or RT-qPCR. The number of replicates was determined by a pilot experiment and statistical power analysis. False discovery rate adjusted *p*-values (Benjamini-Hochberg) were generated by edgeR software after a general logistic model fit and in comparison to a negative binomial distribution of the same size.

Briefly, the zebrafish were anesthetized with 0.02% tricaine and placed on an operating sponge under the stereomicroscope (Olympus SZX9). A ventral laparotomy was made anterior to the anal fins, the liver swept cephalad and the proximal loop of intestine brought out. The distal intestine at the junction of segment 3 and 4 (S3/S4) was suture ligated with 10–0 monofilament polypropylene and the proximal intestine was tacked to the abdominal wall at the junction of segment 1 and 2 (S1/S2). The mid-portion (S2/S3) was removed and the abdominal contents were placed back into the abdominal cavity, leaving behind a proximal functional ostomy. The sham operation consisted of a ventral laparotomy with no bowel manipulation.

### Weight measurement

The zebrafish were weighed weekly until harvest at 2 weeks, beginning immediately after the surgical procedure. Zebrafish were anesthetized, patted dry and placed on a balance. Weight was recorded as a percentage of initial weight ± SEM.

### Harvest procedure

At 2 weeks postoperatively, the SBS and sham zebrafish were anesthetized, the proximal S1 intestine resected and placed in RNALater for RNA extraction (Sigma Life Sciences, #R0901).

### RNA extraction

The RNA was extracted with the Qiagen RNeasy mini kit and and RNA concentration was determined with the Nanodrop 2000 system (Thermo Scientific). The three samples with the highest RNA concentration were selected to make cDNA libraries to be sequenced while the remaining samples were analyzed by RT-qPCR.

### RNA sequencing

After RNA extraction, the RNA integrity was determined with a bioanalyzer (Agilent Technologies) and found to have RNA integrity numbers (RIN) greater than 9.3. Multiple samples had RIN of 10.0, indicating high quality RNA. Ex-Fold External RNA Controls Consortium (ERCC) controls (Ambion, Foster City, CA) were added to the samples prior to cDNA library creation [8]. ERCC controls contain two mixes of 92 sequences not found in eukaryotes, at different concentrations. The libraries were initially sequenced to 10 million reads and a power analysis completed with the Scotty algorithm [9]. The libraries were then deep sequenced further to get a total sequence of 50 million reads. The RNA short reads were sequenced and all samples were evaluated for quality with the FastQC bioanalyzer [10]. Sequences with low Phred quality scores were removed with Trimmomatic [11]. The remaining RNA sequences were aligned to the *Danio rerio* reference genome generated by the Wellcome Trust Sanger Institute (danRer7) [12] downloaded from UCSC genome database using RNA-star short read aligner and the ENCODE recommended parameters [13]. The read counts per transcript were found with the HTSeq-count python script [14]. Reads per kilobase per million mapped reads (RPKM) were produced with the edgeR [15] R/Bioconductor software package [16]. Differential gene expression was analyzed with the Remove Unwanted Variation R/Bioconductor software package (RUVSeq) [17] combined with edgeR. Analysis was performed with Ingenuity pathway analysis (http://www.ingenuity.com) and Gene ontology (GO) enrichment using the GOstats R/bioconductor software [18] and Gene Ontology Consortium (geneontology.org). Gene signatures for differentially expressed genes with false discovery rate (FDR)-corrected p-values <0.05 were converted with the NCBI homologene into corresponding human genes. The relative log expression graphs and principal component graphs were produced with the EDASeq R/Bioconductor software. The threshold for significant gene expression was expressed as log fold change ≥1.5 or ≤ −1.5.

### Reverse transcription quantitative polymerase chain reaction (RT-qPCR)

Seven-hundred-fifty nanograms of RNA as calculated after determination of the RNA concentration of the samples by the Nanodrop 2000 (Thermo Scientific) were reverse-transcribed to cDNA with iScript Reverse Transcription Supermix (Bio-Rad, #170-8841) from each sample. RT-qPCR was performed in triplicate according to the SYBR green protocol with SYBR-Green I Master Mix (Roche #4717516001) and the LightCycler 480 II (Roche) with the primers in Additional file 1: Table S1 and positive and no template negative controls, and melting curve analysis according to manufacturer instructions. Gene expression was normalized to a housekeeping gene, elf1-alpha (elf1a). Outliers were determined by ROUT method with a Q value of 0.5%. Statistical significance was determined by a student’s t-test in Prism Graphpad software. Significance was determined by *p*-value of <0.5.

### Immunofluorescence staining for β –catenin and counting

Proximal (S1) intestines were harvested from sham or SBS fish. An additional segment was harvested as well: the more distal (S4) segment of the intestine that remains after the creation of SBS, which was also harvested in each group (*n* = 5 for sham proximal, sham distal and SBS proximal, *n* = 6 for SBS distal). The intestinal samples were oriented, formalin fixed, paraffin embedded and cut onto slides. Slides were subjected to a deparaffinization and rehydration process. Antigen retrieval was performed in a decloaking chamber with slides immersed in a 0.1 M sodium citrate solution for 10 min at 120°. Once cooled, slides were washed in PBS with 0.1% Tween (PBSt) for 15 min and blocked with 10% normal goat serum in PBSt for 1 h. Primary antibody anti-β-catenin (1:1,000, C2206 rabbit polyclonal; Sigma) was applied and samples were incubated overnight at 4 °C. The next day, slides were washed with PBSt for 15 min and exposed to secondary antibody goat-anti-rabbit 488 (1:500; Molecular Probes) for 2 h at room temperature. Slides were rinsed, counterstained and mounted in Vectashield with DAPI (Vector). Imaging was performed with an immunofluorescent microscope (Leica DM5500). β –catenin was quantified in the epithelium by counting the number of β –catenin positive cells per hemivillus, defined as cells from the intervillus pocket to the tip of the villi. All areas with complete hemi-villus were included in the quantification. A qualified, blinded observer carried out the quantification. The measurements were recorded as the percentage of β –catenin positive cells per total DAPI-stained epithelial cells per hemi-villus ± SEM.

## Results

### After 2 weeks of SBS, zebrafish intestine has a high number of upregulated differentially expressed genes based on RNA sequencing

Correlating with multiple previous experiments in this model, and the human condition, the SBS zebrafish lost a significant percentage of initial weight when compared to the sham group (Fig. 1a) (82.5% vs 92.0%, *p* < 0.05). RNA-seq genome wide analysis was performed on three SBS and sham zebrafish proximal intestine (Table 1). 

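The libraries came from proximal intestine taken 2 weeks after surgery. SBS fish had lost the mid-intestine and carried a proximal ostomy, whereas sham fish had a laparotomy without bowel manipulation. The authors removed low-quality bases, aligned the reads to the zebrafish genome danRer7 with STAR and counted them per transcript with HTSeq-count. They deposited raw counts and RPKM, which edgeR computes from counts, gene length and library size, for 12418 gene rows and 70 ERCC spike-ins in 6 columns. The counts of SBS replicate 1 and SBS replicate 2 are equal in all 12488 rows, so these columns were counted as 1 library. All comparisons are therefore between 3 sham libraries and 2 SBS libraries, called SBS replicate 1 and SBS replicate 3. Separate counts of SBS replicate 2 were not analysed here. Every count in the column of SBS replicate 1 is even. Between 38728394 and 47142289 reads were counted on genes in the sham libraries. The column of SBS replicate 1 holds 20377652 reads on genes and that of SBS replicate 3 holds 38867364. Repeats of a gene row were dropped, 20 rows in all, and a gene was tested when it had at least 10 counts summed over the 5 libraries. Differential expression was tested with edgeR's quasi-likelihood test on counts normalized with TMM, and p-values were adjusted with the Benjamini-Hochberg method over all genes tested. A gene was called when its adjusted p was under 0.05 and its log2 fold change was at least 1.5 or at most -1.5. Log2 fold changes are of SBS over sham, and expression levels are given as CPM, counts scaled to the TMM library size. With 3 libraries against 2, the smallest p of an exact permutation test is 0.2 when the one-sided p is doubled. Reads carry no molecular identifiers, so the limits set by counts cover counting error only. Chromosomes are those of the deposited annotation, which names no genome build.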

The SBS group had 1346 significant differentially expressed genes that were upregulated while there were 678 genes that were downregulated (Table 2).

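Of the 12381 genes tested, 563 passed the threshold, 308 of them higher and 255 lower in SBS. An unadjusted p under 0.05 was reached by 3574 genes. Both SBS libraries lay above all sham libraries for 2799 genes and below all of them for 3006 genes. These genes without overlap make up 46.89% of those tested, where chance gives 20%, and they include all 563 called genes. Among the other tests, edgeR's likelihood ratio test called 1215 genes higher and 716 lower, DESeq2's Wald test called 1176 and 715, and RUVg with 1 factor, which removes unwanted variation, called 961 and 728. The quasi-likelihood test called 0 genes without sham replicate 1, without sham replicate 2 or without sham replicate 3, although 2214, 2660 and 2442 genes then had an unadjusted p under 0.05. Without SBS replicate 3 it called 1299 genes higher and 1031 lower, and without SBS replicate 1 it called 328 and 227. In both of these fits a single SBS library remains, which is assumed to vary as the sham libraries do.
The most strongly raised called genes were itln3, irg1l, slc6a19b and cbln11, apart from a bile acid enzyme of the study. Of these, slc6a19b (ENSDARG00000056719, chromosome 16) rose from 0.221 ± 0.130 CPM (SD, n = 3 sham libraries) to 526 ± 165 (SD, n = 2), a log2 fold change of 11.19 (standard error 0.69, adjusted p = 0.0116 from the quasi-likelihood test with Benjamini-Hochberg adjustment). The level of itln3 was 2330 CPM in SBS replicate 1 and 21.8 in SBS replicate 3, and its log2 fold change of 13.27 became 7.52 without SBS replicate 1. For irg1l the SBS libraries held 88.2 and 858 CPM and the log2 fold change was 11.40. All sham reads of irg1l lie in sham replicate 2, and without that library the fitted value of 17.12 rests on no sham read. The gene cbln11 had 160 and 7.70 CPM in SBS and a log2 fold change of 10.66. The most strongly lowered called genes, apart from a cytochrome of the study, were pvalb9 (-8.87), igsf21b (-7.51), cpo (-7.09) and nr0b2a (-5.97 on the log2 scale), and with any 1 library left out the value of each was -5.79 or lower.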

**Fig. 1:**
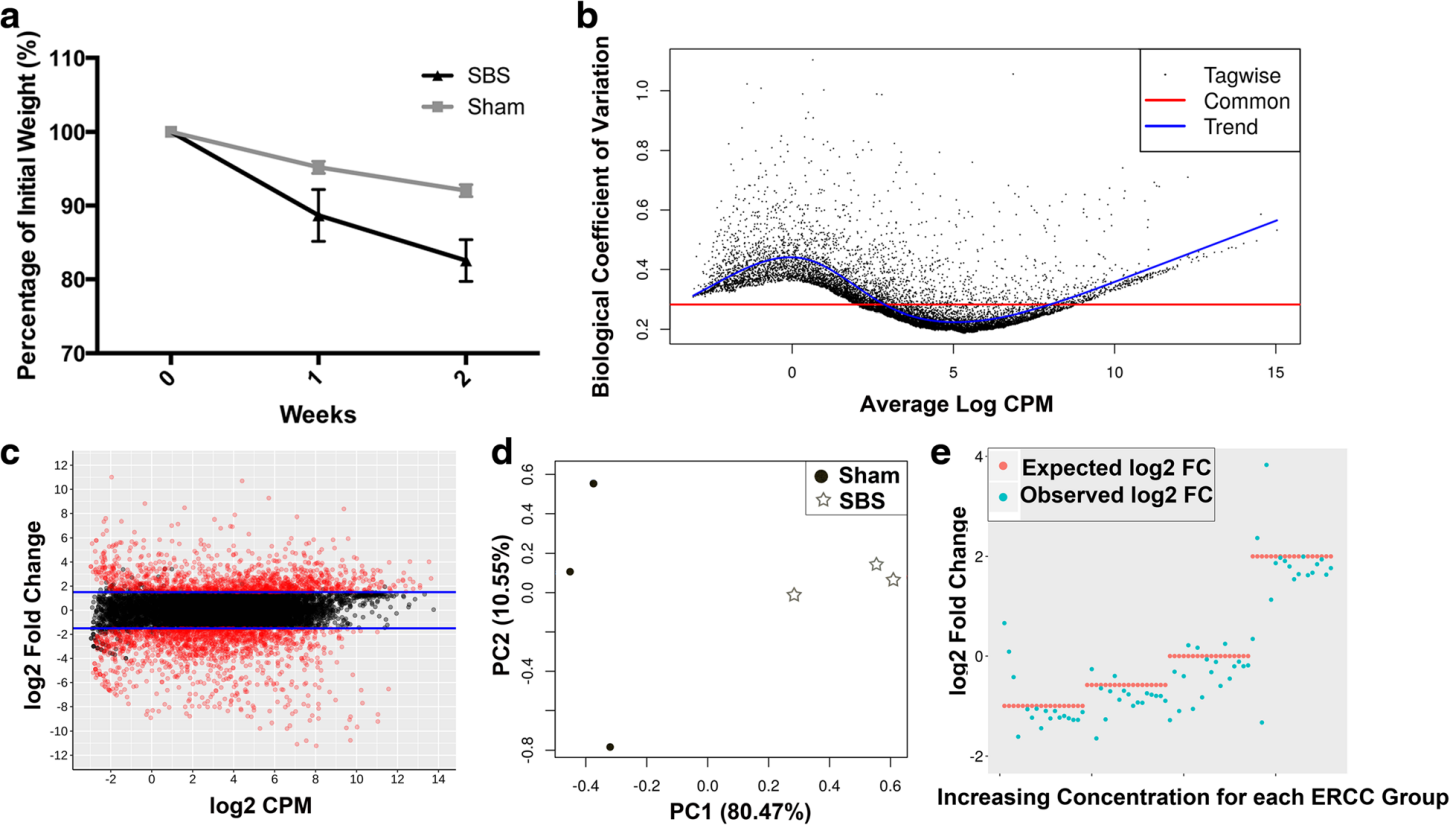
SBS zebrafish have significantly different gene expression than sham. **a** SBS zebrafish lost a significant percentage of preoperative weight compared to sham zebrafish over 2 weeks. **b** The biological coefficient variation over average log counts per million mapped reads with the trend *line in blue* and the common in *red*. **c** The volcano plot of sequenced genes showing log fold change. Each gene is expressed by a dot with the *red dots* representing an FDR corrected *p*-value <0.05 with significant upregulated SBS genes >1.5 and downregulated genes <1.5. **d** Principal component analysis compared the SBS zebrafish intestine to the sham group. (E) ERCC graph comparing observed log_2_ fold change (FC) to the expected log_2_ FC with good correlation

**Table 1:** The number of sequenced reads mapped to the SBS and sham zebrafish intestine

Sample ID	Raw reads	Raw combined	Clean reads (percentage)	Mapped reads (percentage)
Sham 1	4.80E + 07	6.70E + 07	65982094 (98.06%)	63078706 (95.60%)
Sham 2	4.40E + 07	6.20E + 07	60497171 (97.63%)	56858850 (93.99%)
Sham 3	4.80E + 07	6.80E + 07	67161466 (98.13%)	64522681 (96.07%)
SBS 1	1.90E + 07	3.70E + 07	36112322 (96.71)	33326196 (92.28%)
SBS 2	4.70E + 07	6.60E + 07	65338859 (98.58%)	61739067 (94.49%)
SBS 3	4.60E + 07	6.50E + 07	63391449 (97.98%)	59498306 (93.86%)

**Table 2:** The number of differentially expressed genes between SBS and sham zebrafish intestine

	Number of DEGs	Number of up-regulated DEGs	Number of down-regulated DEGs
SBS vs Sham	2024	1346	678

### SBS zebrafish intestine had increased gene expression differences when compared to the sham group based on RNA-seq analysis

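The spread between replicate libraries was compared with the difference between the groups. Across genes, the median SD of log2 CPM was 0.259 among the sham libraries and 0.41 between the SBS libraries. The median absolute difference between SBS replicate 1 and SBS replicate 3 was 0.58 on the log2 scale. Pairs of sham libraries had median differences between 0.283 and 0.32, and the means of SBS and sham differed by a median of 0.542.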

RNA sequencing of SBS and sham zebrafish demonstrated low variation between all samples as shown in the biological coefficient of variation graph (Fig. 1b) with many significantly upregulated and downregulated SBS genes with a ≥1.5 or ≤ −1.5 cutoff (Fig. 1c). Principal component analysis showed marked differences in the SBS zebrafish intestine as compared to the sham zebrafish, more so than the differences between samples (Fig. 1d). 

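Principal components were computed from the logarithm of each count plus 1, with genes centred and not scaled, as EDASeq does. The first component separated the groups, with scores of -0.431, -0.289 and -0.326 for sham replicate 1, 2 and 3 against 0.72 for SBS replicate 1 and 0.326 for SBS replicate 3. The groups remained apart on this component under every other normalization tried and with each library left out. The second component parted the SBS libraries from each other, with scores of 0.527 for SBS replicate 1 and -0.823 for SBS replicate 3, while all sham scores lay between these.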

External controls were added to the samples prior to sequencing to evaluate sequencing quality. The ERCC graph shows that the observed log_2_ fold change (FC) was very close to the expected log_2_ FC, confirming high quality sequencing of the samples (Fig. 1e).

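The deposited columns hold reads of 70 of the 92 spike-in sequences, each with at least 10 counts in all. The spike-ins are RNAs of known amount, mixed into each sample before library construction. The expected ratio of each spike-in is not among the deposited values, so only observed ratios were computed. Scaled to the spike-in reads of each library, their log2 ratio of SBS over sham had a median of 0.242, with 25% of the spike-ins below -0.568 and 25% above 0.783. The lowest ratio was -3.66 and the highest 2.1, with 6 spike-ins above 1 and 17 below -1. The median SD of a spike-in was 0.169 among the sham libraries, and the SBS libraries differed by a median of 0.202, both on the log2 scale. Spike-ins took 0.809%, 0.663% and 0.791% of all counted reads in the sham libraries, 1.72% in SBS replicate 1 and 2.43% in SBS replicate 3. Scaled to the reads on genes instead, the median log2 ratio was 1.66, the largest shift among the alternatives.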

### RNA sequencing data was of high quality, including the ERCC controls

Sequencing reads aligned to the zebrafish genome were used to generate a number of data quality assessment plots. After data processing, a ‘smear’ plot (Fig. 1c) was produced of the determined log_2_ fold-change (logFC) versus the average log_2_ counts per million mapped reads (logCPM). Each point belongs to a specific genetic element for which an Ensembl gene ID exists in the DanRer 7 annotated genome. Genetic elements colored red correspond to elements that have been identified to be statistically significant (FDR corrected *p*-value < 0.05). 

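Genes tested were divided by average log2 CPM into 4 equal groups of 3095 or 3096 genes. The group with the lowest expression, from -3.21 to 1.71, held 51 genes called higher and 8 called lower, and its median log2 fold change was 0.313. In the group from 1.72 to 3.64 the counts were 85 higher and 27 lower, with a median of 0.09. From 3.64 to 5.22 there were 74 genes called higher and 56 called lower, with a median of -0.03. The group with the highest expression, from 5.22 to 15.2, held 98 genes called higher and 164 called lower, with a median of -0.249.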

No artifacts were detected at any of the lower or higher ranges of the log_2_CPM.

The External RNA controls consortium ExFold probes (ERCC) were included as a ‘spike-in’ control to assess the performance of the statistical analysis. The ERCC probes consist of two mixes of 92 sequences not found in Eukaryotes. Each mix contains the same 92 sequences but at different concentrations, which span six log decades. The measurements for these sequences was used to construct an expected versus observed log_2_FC plot (Fig. 1e) which demonstrates excellent agreement considering the potential for bias introduced by recombinant reverse transcription used to generate the cDNA library.

The R/Bioconductor software edgeR also facilitated an assessment of the biological coefficient of variation (BCV) across all of the genes measured [19]. 

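The common biological coefficient of variation, the square root of edgeR's common dispersion, was 46.8% over the 5 libraries, and the value per gene was under 40% for 52.55% of genes. Estimated among the sham libraries alone it was 36.51%, and between the SBS libraries alone 60.37%. Leaving out SBS replicate 1 or SBS replicate 3 moved it most, to 36.32% and 36.33%, while leaving out any sham library gave values between 49.92% and 50.9%.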

A graph of the calculated BCV versus the log_2_CPM (Fig. 1b) shows an average BCV of 28% and the vast majority of measurements under 40% for all ranges of log_2_CPM.

The quality of the raw data was assessed by principle component analysis using the software R/Bioconductor software EDASeq [20]. Principle component analysis shows that the data is well separated on principle component axis 1 (80%) and fairly well on axis 2.

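The first component held 61.52% of the variance over the 5 libraries and the second held 22.51%. The share on the first component was moved most by leaving out SBS replicate 3, which gave 77.57%, and by restricting the genes to the 500 most variable, which gave 76.41%. Without SBS replicate 1 the share was 69.23%.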

Gene set enrichment was performed using the R/Bioconductor software GOstats [18]. 

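With the fold change limit removed, 589 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 322 of them higher and 267 lower in SBS. A test of the fold change against the limit itself (glmTreat against a log2 fold change of 1.5) called 85 genes higher and 30 lower.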

The subset of genes with FDR corrected *p*-values less than 0.05 were compared to all of the genes for which there was a measurement. GOstats performs hypergeometric testing comparing the distribution of gene ontology (GO) terms between the subset and the whole. If the ratio of genes corresponding a particular GO term is different between the subset and the whole, that GO term is overrepresented if the ratio of genes corresponding to the GO term is higher than the whole, and underrepresented if the ratio of genes corresponding to the GO term is lower than the whole.

### SBS results in increased gene expression associated with proliferation, inflammation and immune system activation

RNA-seq analysis heat-maps revealed many significant differences. SBS zebrafish intestine demonstrated upregulation of genes associated with cell proliferation, acute phase response signaling and innate and adaptive immunity (Fig. 2a–c). 

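Of the 11 genes in Fig. 2a, 11 were higher in SBS and 3 passed the threshold. Among the 8 genes of Fig. 2b all were higher and 4 passed, and among the 12 genes of Fig. 2c all were higher and 5 passed. When p-values of the 69 genes that the study names or shows were adjusted over the list alone, 11, 7 and 11 genes of these panels passed. That list was chosen on the same samples and is not independent evidence. Processes were also tested as 32 gene lists written by hand without sight of the deposited values. The study's figures and a few rows of its Table S5 had been read before, so the lists are not blind to its results. The test was limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Camera sets the genes of a list against all other genes, so its p-values do not measure the spread between fish. The cell cycle list held 26 genes, of which 25 were higher in SBS, with a median log2 fold change of 3.21 (adjusted p = 4.38e-10 from camera). Of its genes, 4 passed the threshold and 17 did so adjusted over the list alone, 24 reach 1 CPM in sham, and 5 are named by the study. The 28 complement genes had a median of 5.78, or 5.31 with the 1 gene without sham counts at its lower bound (adjusted p = 6.5e-14), and 14 of them passed the threshold, or 26 adjusted over the list alone. Without the genes that the study names the median was 4.44 (adjusted p = 1.46e-10). Only 16 complement genes reach 1 CPM in sham, and 9 are also in another list. The 18 cytokine genes had a median of 2.51 (adjusted p = 0.057), with medians of 2.00 in SBS replicate 1 and 0.435 in SBS replicate 3 relative to the sham mean. Toll-like receptor genes, 11 in number, had a median of 1.58 (adjusted p = 0.0664), and without SBS replicate 1 the median was -0.07. Without SBS replicate 3 camera called both lists (adjusted p = 0.000278 for cytokines and 0.000382 for receptors). Of these 2 lists, 0 genes passed the quasi-likelihood threshold, although 10 cytokine genes were higher and 1 lower, and 0 receptor genes either, when adjusted over the list alone. Camera called 17 of the 32 lists. The rotation test fry called 10, among them 8 of camera's, and camera with an estimated correlation called 0 lists, 1 having an unadjusted p under 0.05. The cell cycle list was not called by fry (adjusted p = 0.126), nor was the complement list (adjusted p = 0.0567). The paper did not use these lists. From its heat-map genes, ontology and pathway analyses, RT-qPCR and β-catenin staining, it concludes that SBS raises genes of proliferation, inflammation and immune activation.

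**Figure D1:**
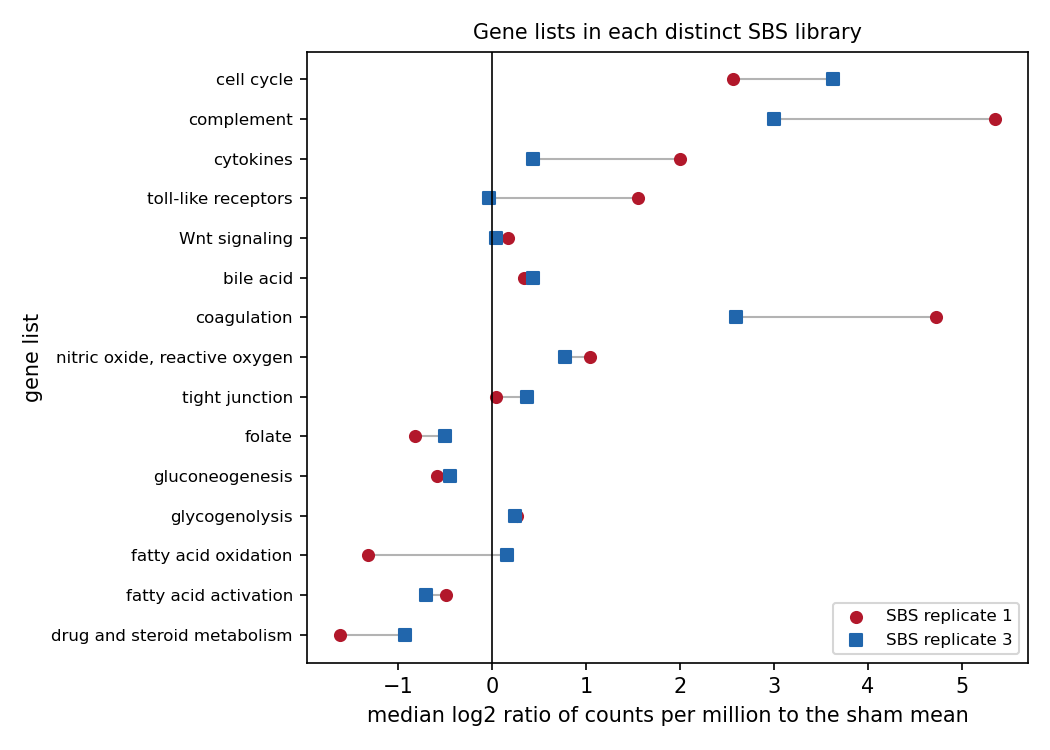
Median log2 ratio to the sham mean of the gene lists for processes that the study describes, for SBS replicate 1 and SBS replicate 3. Lists of cell types are not drawn. The cell cycle list lies at 2.56 and 3.63, and the cytokine list at 2.00 and 0.435.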

Key genes in cell proliferation were confirmed with RT-qPCR showing a significant increase in *igf2a, ccnb1 (cyclin B1) and ccnd1 (cyclin D1)* (Fig. 2d–f). Another signaling pathway involved in cell proliferation is the Wnt pathway, which is significantly increased with expression of *ctnnb1 (β-catenin), lef1, wnt5a and dkk3* (Fig. 2g–j). This correlated with an increased expression of β –catenin detected by immunofluorescence in the proximal intestine of SBS fish compared to the proximal segment in Sham fish (4.676% +/− 0.4711, *n* = 39 vs. 2.969% +/− 0.4128 *n* = 27 *p* =0.0123). Furthermore, β –catenin-positive cells were detected in greater numbers in SBS proximal bowel compared to SBS distal bowel (4.676% +/− 0.4711 *n* = 39 vs 2.379% +/− 0.4782, *n* = 47 *p* = 0.0011). No significant difference was noted between Sham proximal and distal intestine (Additional file 2: Figure S1).

**Fig. 2:**
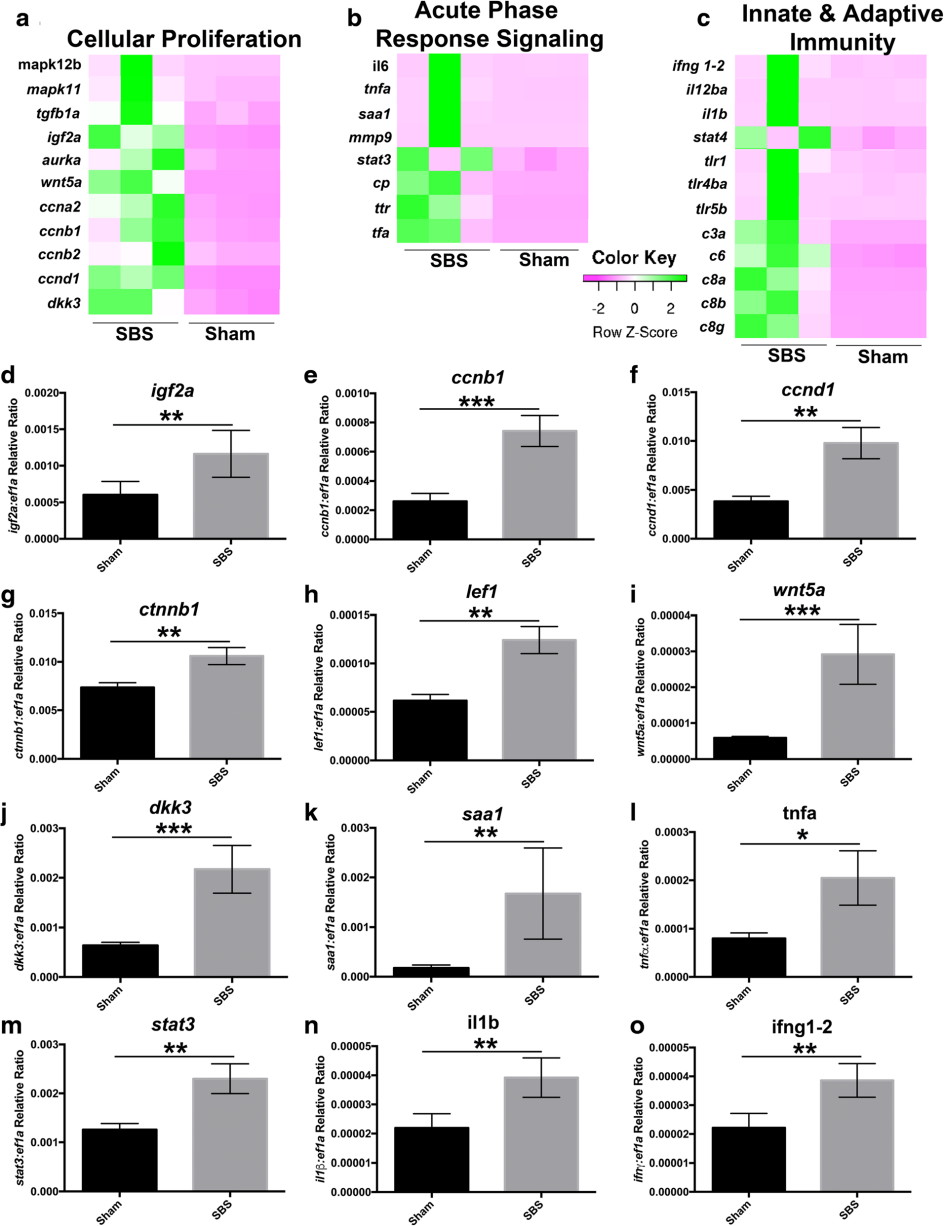
SBS zebrafish have increased expression of proliferation, inflammation and immunity. **a**-**c** Heat-maps of RNA-seq analysis show the gene expression differences between SBS and sham zebrafish in regards to cellular proliferation, acute phase response signaling and innate and adaptive immunity. RT-qPCR confirmation was performed on examples of cellular proliferation [*igf2a* (**d**), *ccnb1* (cyclin B1, (**e**)), *ccnd1* (cyclin D1, (**f**)), *ctnnb1* (β-catenin, (**g**)), *lef1* (**h**), *wnt5a* (**i**), *dkk3* (**j**)], acute phase response signaling [*saa1* (**k**), *tnfa* (**l**), *stat3* (**m**)] and innate and adaptive immunity (*il1b* (**n**), *ifng1-2* (**o**)]. ^*^ *denotes p < 0.5,* ^**^ *p < 0.1,* ^***^ *p < 0.001*

Acute phase response signaling is also increased in SBS intestine when compared to the sham group, confirmed with significantly increased expression of *saa1, tnfa* and *stat3* on RT-qPCR (Fig. 2k–m). Innate and adaptive immunity is also significantly increased within the SBS group, confirmed by *il1b (il-1β)* and *ifng1-2* (*ifn-γ)* RT-qPCR (Fig. 2n–o).

### SBS results in increased gene expression in the intestine of genes commonly expressed in the liver and also those associated with barrier function

Heat-maps of RNA-seq analysis revealed increased expression in SBS of genes more usually identified in liver in the condition of bile acid regulation and hepatic fibrosis, as well as genes that regulate nitric oxide production, the cellular barrier and coagulation pathways (Fig. 3a–d). 

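Of the 10 genes in Fig. 3a, 4 were higher and 6 lower in SBS, and 7 passed the threshold. The level of cyp3a65 (ENSDARG00000103295, chromosome 1) fell from 5580 ± 612 CPM (SD, n = 3 sham) to 344 ± 22.1 (SD, n = 2 SBS), a log2 fold change of -4.02 (standard error 0.45, adjusted p = 0.019 from edgeR's quasi-likelihood test). The largest decrease was that of cyp2k6, with a log2 fold change of -7.64 (adjusted p = 0.0492). A bile acid synthesis enzyme, cyp8b1, rose from 9.11 to 102 CPM, a log2 fold change of 3.49. Panel letters follow the figure as drawn, and its caption lists the topics in another order. The 6 coagulation genes of Fig. 3b were all higher and 5 passed. Here fga (ENSDARG00000020741, chromosome 1) rose from 1.43 to 1600 CPM, a log2 fold change of 10.12 (standard error 1.14, adjusted p = 0.019), with 2680 CPM in SBS replicate 1 and 521 in SBS replicate 3, and it was 8.50 without SBS replicate 1. The gene f9b had 0 counts in sham and 1574 and 256 in SBS replicate 1 and 3, so it was at least 766-fold higher against a floor of 3 counts over the sham group, or 171-fold without SBS replicate 1, 1770-fold without SBS replicate 3 and 502-fold without sham replicate 2. It did not pass in the quasi-likelihood test (adjusted p = 0.0565) and passed in the likelihood ratio test (adjusted p = 6.99e-12). All 7 barrier genes of Fig. 3c were higher and 1 passed. The 7 genes of Fig. 3d were all higher and 2 passed, cyba (log2 fold change 3.06, adjusted p = 0.0415) and irf8 (3.19, adjusted p = 0.0233). Without SBS replicate 1, the log2 fold change of cyba was 1.90 (adjusted p = 0.0377) and that of irf8 2.91, while that of ncf4 went from 2.52 to 0.75 and that of cybb from 3.40 to 0.80. Adjusted over the list alone, the 69 genes of the study, 10, 6, 7 and 6 genes of Fig. 3a to 3d passed.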

Expression in the SBS intestine of genes usually identified in cholestatic, hepatic fibrosis, bile acid regulation and coagulation processes in the liver was confirmed by RT-qPCR, with the identification of significantly elevated *cyp7a1a* (cytochrome p450 7A1) (Fig. 3e). Nitric oxide reactive species were also increased in SBS zebrafish, confirmed by *nos2b* (nitric oxide synthase 2) on RT-qPCR (Fig. 3f). The log_2_ fold change (FC) from the RNA-seq analysis of the SBS vs sham was compared to the RT-qPCR FC with no significant difference between the results from the RNA-seq analysis and the confirmatory RT-qPCR (Fig. 4).

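For the 12 genes of Fig. 4, the log2 fold change was positive in each case, from 1.26 for stat3 to 11.05 for the gene that the file lists as cyp7a1, and 5 of the 12 passed the threshold. Adjusted over the list alone, 11 passed. The likelihood ratio test called 11 of them, DESeq2's Wald test 10 and RUVg with 1 factor 12. Both SBS libraries lay above all sham libraries for 10 genes. In SBS replicate 1, 8 genes lay at least 1.5 above the sham mean on the log2 scale, in SBS replicate 3 also 8, and in both of them 5. The RT-qPCR values are not part of the deposited data.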

**Fig. 3:**
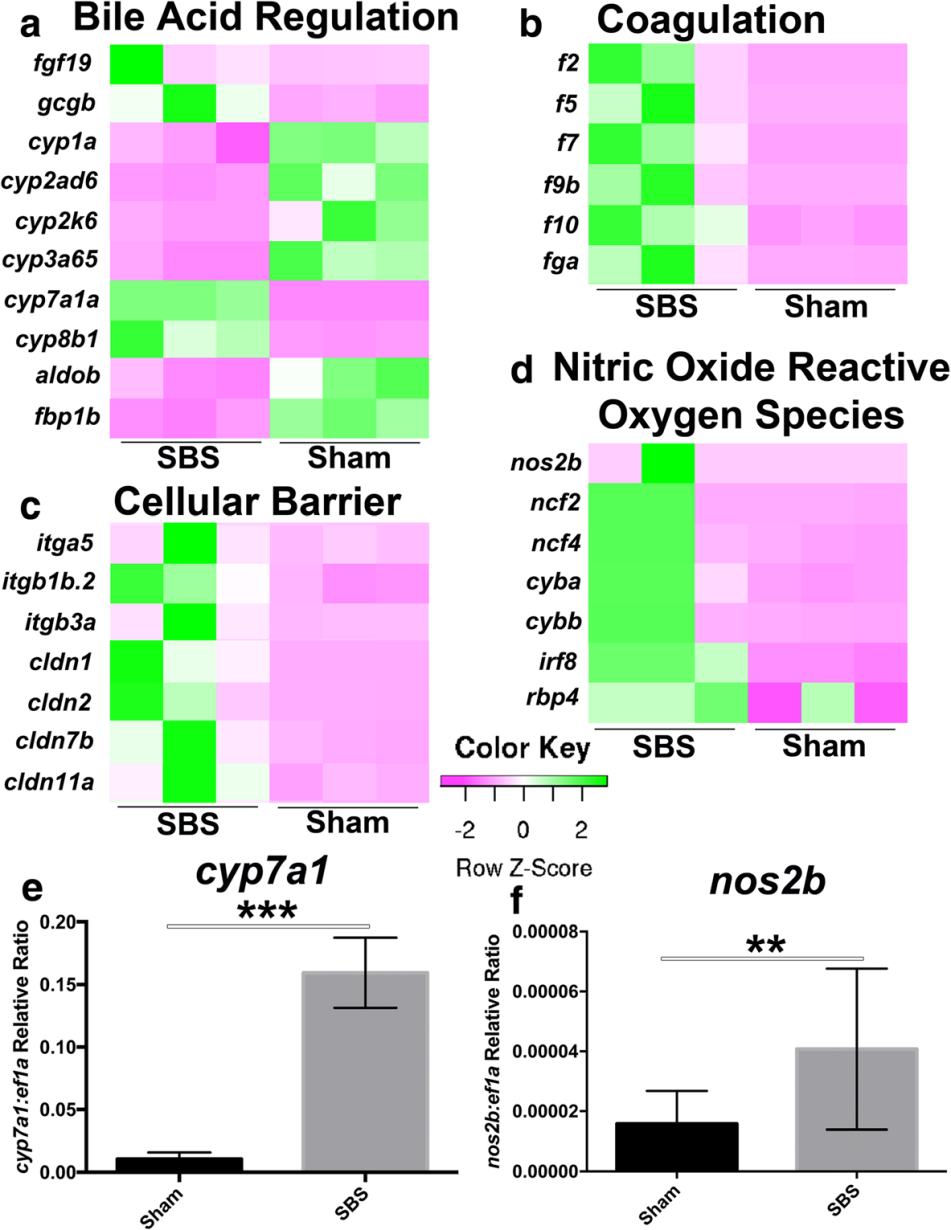
SBS zebrafish have widespread increased systemic gene expression compared to sham. **a**–**d** Heat-maps of RNA-seq analysis show the differences in gene expression between the SBS and sham zebrafish broken down into bile acid regulation, nitric oxide reactive species production, cellular barrier and coagulation. RT-qPCR confirmation was performed on bile acid reguation [*cyp7a1a* (**e**)] and nitric oxide reactive species production [*nos2b* (**f**)]. ^*^ *denotes p < 0.5,* ^**^ *p < 0.1,* ^***^ *p < 0.001*

**Fig. 4:**
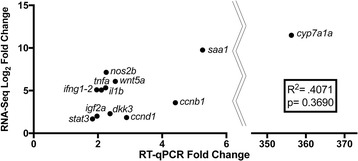
RT-qPCR confirms results of RNA-seq analysis. The ratio of the log_2_ fold change (FC) from the RNA-seq analysis was compared to the fold change seen with RT-qPCR of a subset of genes. No significant difference was found between the RNA-seq analysis and the confirmatory RT-qPCR

### SBS over- and under-represents multiple disparate biological processes

Significantly different genes were then compared to the Danio rerio genome in the Gene Ontology Consortium database to determine which processes were either over- or under-represented. GO analysis of over-represented (Fig. 5a) and under-represented (Fig. 5b) processes are shown with the associated gene count. The complete list of over-represented processes and under-represented processes are located in Additional file 3: Table S2 and Additional file 4: Table S3. The significantly different genes were also analyzed with Ingenuity pathway analysis and were graphed, showing the percentage of genes upregulated or downregulated in canonical pathways (Fig. 6). The complete list of percentage of genes that are upregulated or downregulated with the pathways are shown in Additional file 5: Table S4.

**Fig. 5:**
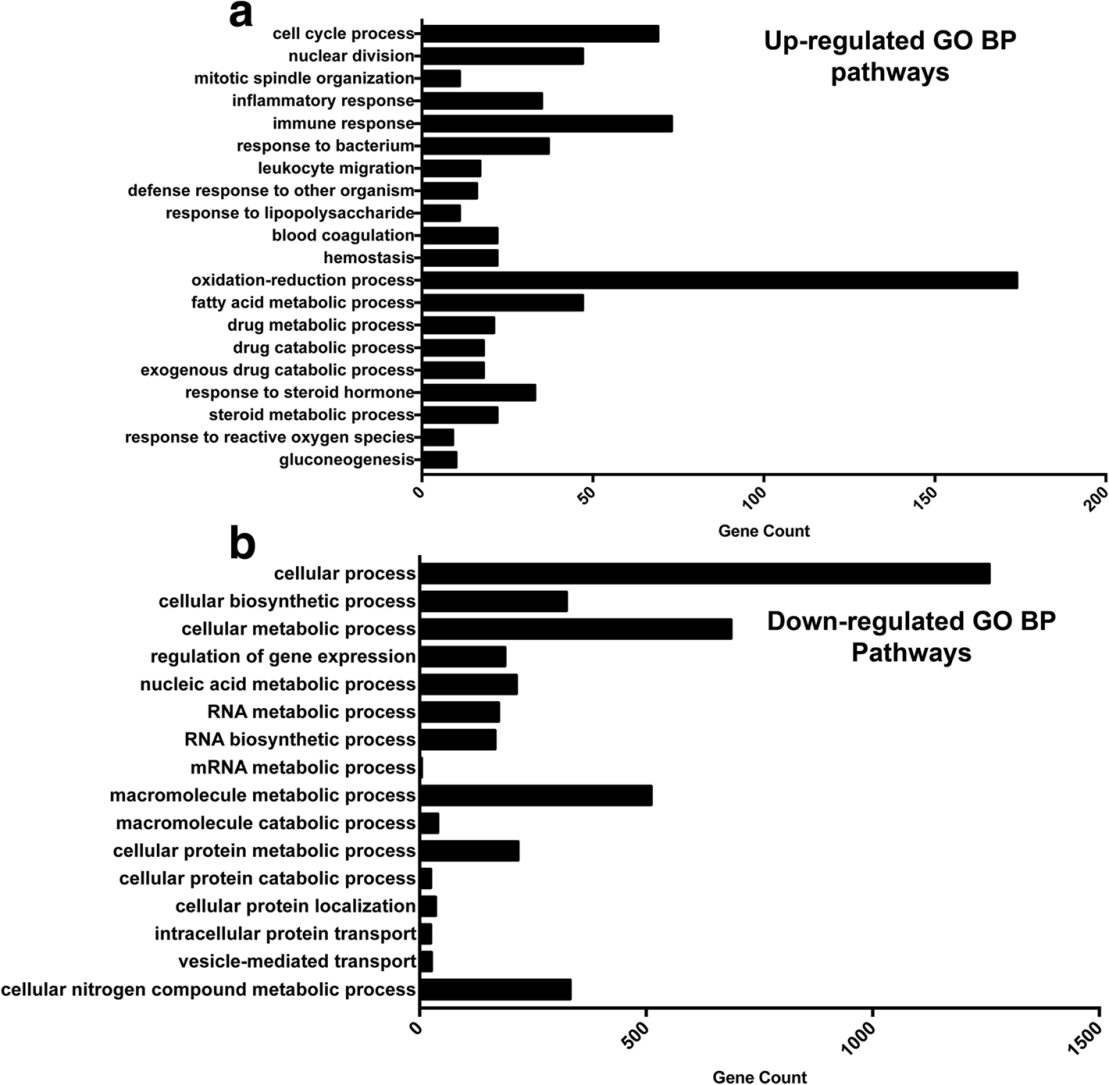
SBS positively and negatively alters multiple biological processes. GO analysis demonstrated multiple systemic processes that are either upregulated (**a**) or downregulated (**b**) in SBS as compared to sham zebrafish

**Fig. 6:**
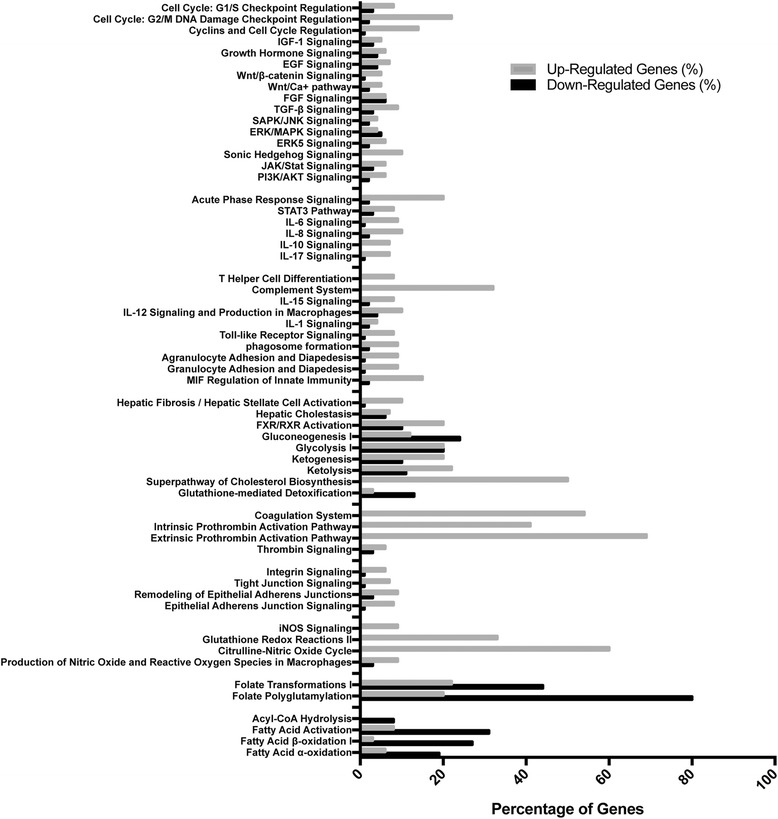
SBS leads to many significant alterations in systemic pathways within zebrafish intestine as compared to sham. Ingenuity pathway analysis (IPA) reveals many pathways with upregulated genes [12] and downregulated genes [31] expressed as a percentage of genes

## Discussion

### In-depth analysis of changes in the transcriptome have not been possible in alternative models of adaptation

After SBS has been established following massive small bowel resection, the degree of adaptation that may occur in the residual intestine is highly variable and sometimes fails to occur at all. When adaptation is inadequate, salvage therapies including intestinal transplant are still possible, but costs are high, supplies of donor organs are low, and lifelong immunosuppression is required [21, 22]. Because SBS and subsequent adaptation occur in a complex in vivo milieu, it is impossible to dissect the critical mechanisms in reductionist in vitro models.

Adaptation models have been reported in mice and larger mammals [23]. As in the human condition, these employ massive small bowel resection and are complicated, time consuming and associated with low survival and high cost. For these reasons, adaptation is still poorly understood, limiting human therapies. We recently developed a novel zebrafish model for SBS in order to identify cellular and molecular mechanisms that are critical to ensure and promote intestinal adaptation, and to develop and confirm human regenerative medicine targets [7]. Our initial data indicated that SBS resulting from a proximal intestinal diversion results in an increase in BrdU+ cells in the intervillus pocket at 2 weeks that resolves by 4 weeks, with an increase in epithelial surface area at that point. We therefore chose to investigate the 2-week timepoint.

In matched samples of small intestine from SBS zebrafish compared to sham-operated fish, we found 1346 upregulated genes and 678 downregulated genes, of which a subset were confirmed by PCR. The SBS fish lost weight due to their severely truncated intestinal length, as in the initial description of this model. The upregulated genes were associated with cell proliferation, acute phase response signaling, innate & adaptive immunity, production of nitric oxide & reactive oxygen species, and the cellular barrier. Other upregulated genes include those related to hepatic fibrosis, cholestasis, bile acid regulation or coagulation although they were expressed in the intestine. 

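The hepatocyte list, markers of liver cells, held 41 genes with a median log2 fold change of 6.85 (adjusted p = 1.02e-22 from camera, 0.032 from fry). Of these genes, 34 passed the threshold higher in SBS and 1 lower, or 37 and 2 adjusted over the list alone, 21 reach 1 CPM in sham, 18 are also in another list and 13 are named by the study. Without the genes that the study names, the median was 6.54 (adjusted p = 1.63e-15). Relative to the sham mean the list lay at 6.24 in SBS replicate 1 and 5.17 in SBS replicate 3. The coagulation list of 26 genes had a median of 5.91 (adjusted p = 1.46e-10 from camera, 0.0567 from fry), with 4.72 in SBS replicate 1 and 2.59 in SBS replicate 3, and it was 3.91 without SBS replicate 1 and 3.71 without the genes that the study names (adjusted p = 2.93e-07). In it 14 genes passed the threshold, or 19 adjusted over the list alone, 14 reach 1 CPM in sham, and 9 are also in another list. The bile acid list of 14 genes had a median of 0.98 (adjusted p = 0.379 from camera), and 0.07 without the 3 genes that the study names. Of its genes 3 were called higher and 2 lower, or 7 and 3 adjusted over the list alone. The list of nitric oxide and reactive oxygen genes, 21 in number, had a median of 1.45 (adjusted p = 0.0106 from camera), or 0.75 without SBS replicate 1. Without the 7 genes that the study names its median was 0.94 (adjusted p = 0.272). Of the 33 tight junction genes, 22 were higher, with a median of 0.49 (adjusted p = 0.057 from camera, 0.0437 from fry), or 0.040 without SBS replicate 3, and 2 passed the threshold, or 5 adjusted over the list alone. Camera called this list without sham replicate 1 (adjusted p = 0.0399) and without SBS replicate 1 (0.00284). The log2 fold changes of fgb and fgg were 9.47 and 10.12, or 8.01 and 8.66 without SBS replicate 1. The gene tfa was at 27.9 CPM in sham, 8040 in SBS replicate 1 and 882 in SBS replicate 3, a log2 fold change of 7.32, or 4.98 without SBS replicate 1.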

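The list of drug and steroid metabolism held 123 genes, with a median log2 fold change of -1.30 (adjusted p = 2.73e-09 from camera, 0.032 from fry), or -2.03 without SBS replicate 3. Of these genes, 25 were called lower and 4 higher, or 44 and 10 adjusted over the list alone. The 21 folate genes had a median of -0.72 (adjusted p = 0.00135 from camera), with 6 called lower and 1 higher. Among them shmt1 fell from 346 to 45.5 and 63.4 CPM in the SBS libraries, a log2 fold change of -2.67 (standard error 0.37, adjusted p = 0.0252), and gldc had -2.28. For the 32 genes of gluconeogenesis the median was -0.50 (adjusted p = 0.043 from camera), and 3 were called lower. Without SBS replicate 3 the list's adjusted p was 0.24 and without sham replicate 3 it was 0.0742. The 10 glycogenolysis genes had a median of 0.07 (adjusted p = 0.275 from camera), and fry placed them higher (adjusted p = 0.0423). The 29 genes of fatty acid oxidation had a median of -0.25 (adjusted p = 0.0139 from camera, 0.455 from fry), which became 0.14 without SBS replicate 1 (0.597) and -1.34 without SBS replicate 3, and without sham replicate 2 the adjusted p was 0.0685. The 17 genes of fatty acid activation had a median of -0.68 (adjusted p = 0.117), with 3 called lower and 2 higher, and without SBS replicate 1 camera called the list lower (median -0.85, adjusted p = 0.0275). Of these slc27a2a passed the threshold (log2 fold change -3.28, adjusted p = 0.026), and acsl5 did not (-3.45, adjusted p = 0.052).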

The downregulated genes were related to folate synthesis, gluconeogenesis, glycogenolysis, fatty-acid oxidation and activation and drug and steroid metabolism. We assessed key genes identified by RNA-Seq with RT-qPCR, which confirmed the RNA-Seq data and employed ERCC controls. The samples have very low variance between replicates and a fairly large difference in variance between the groups. 

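Counted by library, 1525 genes lay at least 1.5 above the sham mean on the log2 scale in SBS replicate 1 and 795 did so in SBS replicate 3, with 486 genes in common. Below the sham mean by as much were 1299 genes in SBS replicate 1 and 584 in SBS replicate 3, of which 440 were common to both.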

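The coefficient of variation, the SD divided by the mean, was computed for each gene from the deposited RPKM and averaged over genes. It was 31.58% among the sham libraries, 43.35% between the SBS libraries and 54.33% over all 5 libraries. Genes detected in the group numbered 12321 in sham, 12389 in SBS and 12398 over all. The median over genes, the alternative that moved these averages most in sham, was 21.93%, 34.11% and 41.36%. Without SBS replicate 1 the average over all libraries was 42.76%.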

The average coefficient of variation for 300 series, 400 series and between groups using RPKM (Additional file 6: Table S5) is 45, 52 and 92% respectively amongst the 14,797 genes detected. Power analysis of a small subset of the data (2 + 2 and 10 million reads SE) was performed which indicated the criteria (depth of sequencing) whereby three replicates would have sufficient statistical power (α = 0.05, β = 0.2) as calculated by the Scotty web-based algorithm [9].

### Expansion of the epithelium is the *condicio sine qua non* of adaptation, and gene expression related to cellular proliferation was increased in the SBS group

Intestinal adaptation is a critical physiological response necessary to increase intestinal surface area to compensate for the loss of intestine. We, and others have consistently measured increases in villus height and crypt depth in the adaptive state [7, 24]. Individual growth factors have been investigated in SBS models, with conflicting results. For example, Epidermal growth factor (EGF), glucagon-like peptide 2 (Glp2), growth hormone and insulin-like growth factor (IGF) are factors that have been confirmed to stimulate adaptation in multiple rat, rabbit and piglet studies [25–32]. However, studying the addition or subtraction of each of these factors has yielded variable results in animal models, e.g. although both EGF and IGF signaling have been shown to be important, adaptation still occurs with disruption of both EGFR and IGF1R [33]. However, taken together, SBS intestine at 2 weeks demonstrates upregulation of multiple key proliferative genes. Some of these genes are proposed to relate to cell cycle regulation such as *ccnb1* (cyclin B1,3.6 log_2_ FC) and *cdk1* (cyclin-dependent kinase 1,3.7 log_2_ FC) or Wnt signaling, such as *ccnd1 (*cyclin D1,1.8 log_2_ FC) and *wnt5a* (6.1 log_2_ FC). 

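The level of ccnb1 (ENSDARG00000051923, chromosome 5) was 1.52 ± 1.23 CPM in sham (SD, n = 3) and 22.4 ± 7.86 in SBS (SD, n = 2). For this gene the log2 fold change was 3.87 (standard error 0.74, adjusted p = 0.0481 from the quasi-likelihood test with Benjamini-Hochberg adjustment), and without SBS replicate 1 the adjusted p was 0.0641. For cdk1 the log2 fold change was 4.01 (standard error 0.78, adjusted p = 0.0496), with an adjusted p of 0.0515 without SBS replicate 1. For ccnd1 (ENSDARG00000101637, chromosome 7) the levels were 19.7 ± 1.77 and 64.3 ± 14.7 CPM, a log2 fold change of 1.71 (standard error 0.26, adjusted p = 0.0295). Without SBS replicate 3 its log2 fold change was 1.45, under the limit of 1.5. The gene wnt5a had 0 counts in the sham libraries, 10 in SBS replicate 1 and 3 in SBS replicate 3. It was at least 5.45-fold higher in SBS, a log2 value of at least 2.44, against a floor of 3 counts over the sham group, or 3.57-fold without sham replicate 2 and 11.2-fold without SBS replicate 3. The 3 counts left without SBS replicate 1 are at the floor and set no limit. With the even counts of SBS replicate 1 halved the limit was 4.12-fold. The Wnt signalling list of 29 genes had a median log2 fold change of 0.11 and a mean of 0.20, while camera's direction was lower (adjusted p = 0.892). Without the genes that the study names its median was -0.40 (adjusted p = 0.25). The list also holds antagonists such as dkk3, so a median over it does not measure signalling activity.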

We also detected an increase in cells that stained for the β –catenin protein by immuofluorescent staining in the SBS fish, as compared to sham. This observation was strengthened by also noting an increase in the β –catenin-positive cell number in the proximal SBS segment compared to the distal segment retained in the fish after the SBS surgery, an increase that was not identified in sham controls. Interestingly, *dkk3* (2.3 log_2_ FC), a secreted Wnt antagonist, was also increased. 

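The file lists this gene as dkk3b (ENSDARG00000070683, chromosome 25). Its level was 6.84 ± 2.83 CPM in sham (SD, n = 3) against 52.9 in SBS replicate 1 and 25.4 in SBS replicate 3. The log2 fold change was 2.52 (standard error 0.48, adjusted p = 0.0476 from the quasi-likelihood test), and it was 1.89 without SBS replicate 1 (adjusted p = 0.0974).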

In a study of enteral atrophy followed by refeeding and therefore epithelial expansion in the mouse, *wnt5A*, *cyclin D1* and *c-Myc* all decline without enteral nutrition and then are restored with the reintroduction of enteral nutrition and the subsequent adaptive response [34].

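The gene listed as tgfb1a (ENSDARG00000041502, chromosome 15) had 2.09 ± 0.658 CPM in sham (SD, n = 3), 10.9 in SBS replicate 1 and 3.53 in SBS replicate 3. Its log2 fold change was 1.78 (standard error 0.57, adjusted p = 0.114 from the quasi-likelihood test, 0.0384 from the likelihood ratio test). Without SBS replicate 1 it was 0.75. A growth factor shown beside it, igf2a, had a log2 fold change of 1.65 (standard error 0.37, adjusted p = 0.0672), with 10.6 and 15.9 CPM in the SBS libraries.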

Other genes associated with proliferation such as *tgfβ* (1.6 log_2_ FC) have multiple roles - although TGFβhas a significant role of modulating the intestinal epithelium, particularly after injury [35], has been shown to inhibit cyclin D1 expression in vitro in rat intestinal epithelial cell lines [36] and is an immunosuppressive cytokine that inhibits intestinal T cell activation [37]. As in this zebrafish model, *tgfβ* has been noted to rise with refeeding in the mouse model noted above [34].

### Signaling that is associated with innate and adaptive immunity in SBS is increased

Expression of *stat4* (1.8 log_2_ FC), *il12b* (4.8 log_2_ FC) and *ifng1-2* (*ifnγ*, 5.1 log_2_ FC) all increased, as did *tlr1* (2.6 log_2_ FC), *tlr5* (3.1 log_2_ FC) and *tlr4* (3.8 log_2_ FC). 

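These 6 genes had adjusted p-values between 0.0694 and 0.174 in the quasi-likelihood test, so none passed the threshold, and all but stat4 passed in the likelihood ratio test. For most of them the rise lay mainly in 1 of the SBS libraries analysed. For stat4 (ENSDARG00000028731, chromosome 9) the levels were 36.8 ± 10.7 CPM in sham (SD, n = 3), 36.7 in SBS replicate 1 and 208 in SBS replicate 3. The log2 fold change of 1.73 (standard error 0.71) became -0.002 without SBS replicate 3. In the paper's Table S5 the RPKM of stat4 are 24.0, 80.4 and 123 for SBS replicate 1, 2 and 3, against 7.47 to 19.3 in sham. The gene il12ba, which the paper calls il12b, had 9.48 CPM in SBS replicate 1, 0.116 in SBS replicate 3 and a sham mean of 0.116. Its log2 fold change of 5.32 became 0.00079 without SBS replicate 1. For ifng1-2 the log2 fold change was 5.52, with 6.21 and 0.349 CPM in the SBS libraries, and it was 2.31 without SBS replicate 1. The receptor tlr5b had a log2 fold change of 3.55, with 167 and 5.95 CPM in SBS and 7.40 ± 2.24 in sham, and -0.31 without SBS replicate 1. The values without that library were 1.17 for tlr1, from 2.98, and 1.02 for tlr4ba, from 4.41. In Table S5 the RPKM of il12ba are 10.6, 0.137 and 0.071 for SBS replicate 1, 2 and 3, those of ifng1-2 are 16.4, 0.808 and 1.34, and those of tlr5b are 91.6, 4.05 and 3.05.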

There are 2 types of T cells; Type 1 helper (Th1) cells produce IFNγ, IL2 and TNFβ which activate macrophages and are responsible for cell-mediated immunity as well as phagocytic dependent responses. Type 2 helper cells (Th2) cells are responsible for antibody production [38]. In human intestine, T cells associate within Peyer’s patches and active stat4 is a transcription factor that is an essential component of IL-12 mediated T helper-1 cell differentiation expressed in that location, inducing IFNγ release and increased natural killer cell cytotoxicity [39]. Activation by microbes cause an elevation in IL12, 15, 18 and therefore the release of IFNγ. Exogenous administration of both IL12 and IL15 leads to lesions of the GI tract, increased acute phase reactants and pro-inflammatory cytokines, and NK Cell apoptosis [40]. IL12 also has the ability activate the *stat4* pathway, and can activate *stat3* (1.68 log_2_ FC) as well as *stat1b* (2.16 log_2_ FC) [41]. 

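The gene stat3 (ENSDARG00000022712, chromosome 3) was at 95.0 ± 27.3 CPM in sham (SD, n = 3), at 90.0 in SBS replicate 1 and at 367 in SBS replicate 3. The standard error of its log2 fold change was 0.62 and the adjusted p was 0.236 from the quasi-likelihood test, and without SBS replicate 3 the log2 fold change was -0.08. The paper's Table S5 gives stat3 RPKM of 44.3, 186 and 163 for SBS replicate 1, 2 and 3, against 14.6 to 36.1 in sham. The opposite held for stat1b, at 36.4 ± 4.45 CPM in sham, 335 in SBS replicate 1 and 42.8 in SBS replicate 3. For stat1b the log2 fold change was 2.38 (standard error 0.78, adjusted p = 0.119), and 0.23 without SBS replicate 1, and its RPKM in that table are 123, 28.6 and 14.3 in the same order. In DESeq2's Wald test the adjusted p was 0.15 for stat3 and 0.0147 for stat1b.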

Toll-like receptor 4, TLR4, the receptor for Lipopolysaccharide or LPS, has been shown to be elevated in both epithelial atrophy [42] in a mouse model and adaptation in a rat model [43].

### Many components of the transcriptome associated with acute phase response signaling and complement system activation are elevated

Elevations were noted in *il6* (8.7 log_2_ FC), *il6r* (IL6 receptor, 3.6 log_2_ FC), *saa1* (9.7 log_2_ FC), *stat3* (1.6 log_2_ FC), *tnfa* (5.1 log_2_ FC) and *il1b* (5.3 log_2_ FC). 

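For il6 (ENSDARG00000102318, chromosome 19) there were 2 counts over the sham libraries and 763 over the SBS libraries, a ratio of 479 after scaling (exact 95% counting interval 132 to 3970). Its level was 24.5 CPM in SBS replicate 1 and 0.252 in SBS replicate 3, and the adjusted p was 0.0693 from the quasi-likelihood test. Without SBS replicate 1 the log2 fold change fell from 9.09 to 3.50 (adjusted p = 0.16). The gene that the paper calls saa1 is listed as saa (ENSDARG00000045999, chromosome 7), at 0.327 ± 0.106 CPM in sham (SD, n = 3), 790 in SBS replicate 1 and 8.01 in SBS replicate 3. It passed the threshold, with a log2 fold change of 10.23 (standard error 1.94, adjusted p = 0.0465), which was 4.60 without SBS replicate 1. For tnfa the levels were 0.641, 58.2 and 2.91 CPM in the same order, and the log2 fold change of 5.57 (adjusted p = 0.0608) was 2.18 without SBS replicate 1. For il1b they were 2.51, 284 and 5.35, and the log2 fold change of 5.85 (adjusted p = 0.083) was 1.09 without that library. The receptor gene il6r had a log2 fold change of 3.90 (adjusted p = 0.0741), and 1.64 without it. The protease gene mmp9 of the same heat-map was at 3.91 CPM in sham, 2530 in SBS replicate 1 and 12.0 in SBS replicate 3. In the likelihood ratio test the adjusted p was 9.4e-05 for il6, 3.97e-05 for tnfa and 0.000692 for il1b. The paper's Table S5 gives RPKM for SBS replicate 1, 2 and 3 of 52.8, 0.132 and 0.821 for il6, 84.4, 2.39 and 4.40 for tnfa, and 251, 5.44 and 3.57 for il1b.

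**Figure D2:**
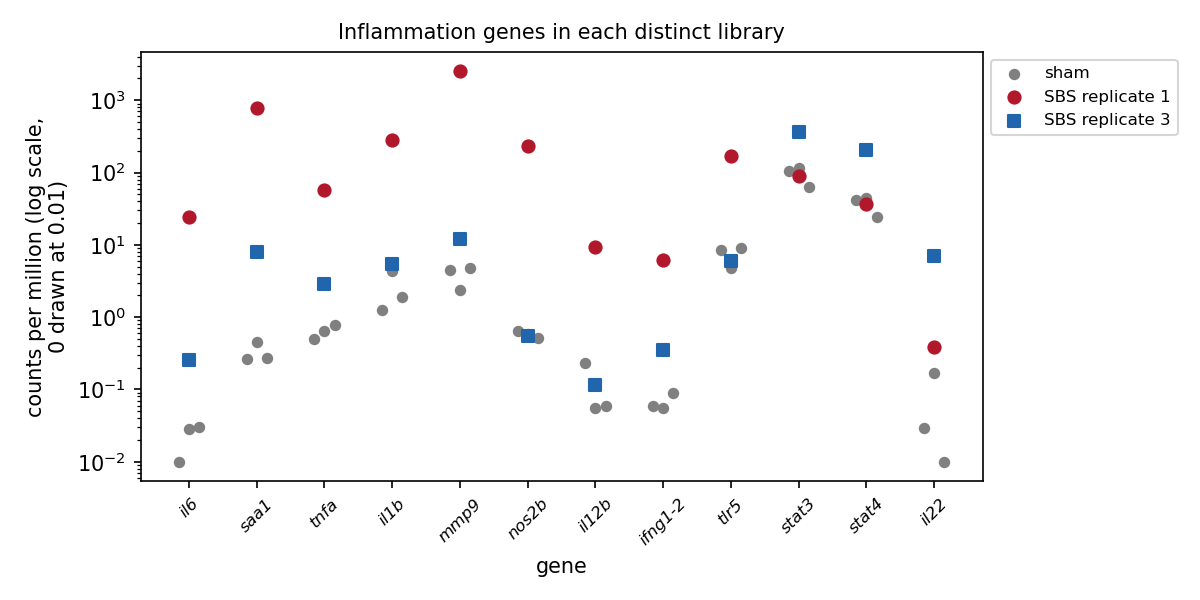
CPM of the inflammation genes in each library, on a logarithmic axis, with levels of 0 drawn at the lower edge. The gene il6 lies at 24.5 in SBS replicate 1 and at 0.252 in SBS replicate 3, and il22 lies higher in SBS replicate 3.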

In rats, SBS is a proinflammatory state that is magnified by sepsis [4]. IL6 is a cytokine that is associated intimately with inflammation and acute phase response signaling. Early after induction of inflammation, IL6 is elevated and is required for efficient stimulation of epithelial cell proliferation after intestinal injury within a mouse model [44]. SAA1 is highly conserved and found to play a role in lipid metabolism as well as bacterial clearance and has a possible role in regulation of inflammation by extending the lifespan of neutrophils and activating proinflammatory cytokines (IL6, IL8, IL1beta, CXCL1, CXCL2) through several receptors including TLR2 and TLR4 [45].

Both IL22 and elements of the complement system are elevated: *c3a.1* (8.5 log_2_ FC), *c3b.1* (8.3 log_2_ FC), *il22* (6.4 log_2_ FC), *il1b* (5.3 log_2_ FC) Activation of complement leads to non-specific immunity and inflammation secondary to active by-products. 

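The complement gene c3a.1 (ENSDARG00000012694, chromosome 1) had 5.75 ± 2.42 CPM in sham (SD, n = 3), 3280 in SBS replicate 1 and 461 in SBS replicate 3. The log2 fold change was 8.35 (standard error 1.04, adjusted p = 0.022 from the quasi-likelihood test), and it stayed between 6.32 and 9.16 with each library left out. The gene c3b.1 had 0 counts in sham and 24 and 10 in SBS replicate 1 and 3, at least 14.2-fold higher against a floor of 3 counts over the sham group, with an adjusted p of 0.0942. This limit was 6.67-fold without SBS replicate 1, 27.0-fold without SBS replicate 3 and 9.33-fold without sham replicate 2. For il22 the levels were 0.0659 CPM in sham, 0.392 in SBS replicate 1 and 6.96 in SBS replicate 3, a log2 fold change of 5.72 (standard error 1.56, adjusted p = 0.0882). Without SBS replicate 3 it was 2.49, and in the paper's Table S5 the RPKM of il22 are 0.918, 21.8 and 16.3 for SBS replicate 1, 2 and 3. The likelihood ratio test gave an adjusted p of 0.000147 for c3b.1 and 0.00372 for il22.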

The main components are the C3 and C4 complement with the addition of other factors resulting in a membrane attack complex that attacks the bacterial cell wall. IL22 has been shown to play a critical protective role by increasing the expression and bacterial binding of complement C3 after systemic bacterial translocation of potentially virulent species. In addition to IL22 induction, C3a and C5a are also known to recruit IL1β producing inflammatory cells [46]. This inflammatory milieu may underpin other observations such as elevations of *nos2b* (7.1 log_2_ FC).

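The gene nos2b (ENSDARG00000031976, chromosome 15) was at 0.580 ± 0.0659 CPM in sham (SD, n = 3), at 229 in SBS replicate 1 and at 0.543 in SBS replicate 3. The log2 fold change of 7.62 (standard error 2.06, adjusted p = 0.0871 from the quasi-likelihood test, 0.000519 from the likelihood ratio test) rests on SBS replicate 1, and without that library it was -0.10 (adjusted p = 0.942). In the paper's Table S5 its RPKM are 101, 0.563 and 0.167 for SBS replicate 1, 2 and 3.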

### Genes in the bile acid biosynthesis pathway are strongly upregulated, with an elevation of *cyp7a1a*, which is more usually identified in the liver

Hepatic cholestasis, cirrhosis and even liver failure are often associated with SBS, and the main culprit for these changes is usually identified as the intravenous feeding that supports patients who do not gain enough intestinal adaptation for enteral autonomy [47]. In brief, bile acids are conserved in the intestine via enterohepatic recycling, and act on the nuclear farnesoid X receptor (FXR) receptor to activate FGF19 expression. 

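The gene fgf19 (ENSDARG00000098663, chromosome 7) was at 0.0588 ± 0.0583 CPM in sham (SD, n = 3), at 0.327 in SBS replicate 1 and at 1.16 in SBS replicate 3. Its log2 fold change was 3.61 (standard error 1.16, adjusted p = 0.116 from the quasi-likelihood test, 0.0107 from the likelihood ratio test), and 2.41 without SBS replicate 3. The enzyme gene listed as cyp7a1 (ENSDARG00000069018, chromosome 2) was at 0.114 ± 0.121 CPM in sham, at 263 in SBS replicate 1 and at 240 in SBS replicate 3. The standard error of its log2 fold change was 0.81 and the adjusted p was 0.0116 from the quasi-likelihood test. With each library left out its log2 fold change stayed between 10.64 and 12.40.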

FGF19, encoded by *fgf1*9 (5.6 log_2_ FC) is atypical in that it acts as a hormone, and after portal circulation to the liver represses transcription of *cyp7a1a* (11 log_2_ FC), which encodes cytochrome P450 family 7 subfamily A member 1, also known as cholesterol 7-α-hydroxylase, the rate limiting enzyme in bile acid synthesis from cholesterol [48]. *FGF19* transgenic mice remain lean on an obesogenic diet and have an increased metabolic rate [49], neither of which is desirable in SBS patients who struggle to maintain or gain weight. This, however, is just a sketch of the effects within this pathway, and future work is required to fully understand these identified changes in the transcriptome in SBS.

Additionally, *fgf21* (3.2 log_2_ FC) was increased in SBS zebrafish intestine. 

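The level of fgf21 (ENSDARG00000100846) was 1.86, 1.49 and 0.84 CPM in the sham libraries and 13.2 ± 1.66 in SBS (SD, n = 2). This gave a log2 fold change of 3.24 (standard error 0.42, adjusted p = 0.0236 from the quasi-likelihood test), and it stayed between 3.00 and 3.50 with each library left out.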

In pediatric intestinal failure, an increase in FGF21 in the serum is significantly associated with hepatic steatosis, and correlated with the duration of IV nutritional support. Liver steatosis was coupled with the progression of fibrosis without accompanying inflammation [50]. The zebrafish in this model do not receive IV nutritional support and therefore may be useful to further define what changes derive from SBS alone.

### Genes associated with maintenance of the intestinal epithelial barrier were markedly changed

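Among the claudin genes, cldn2 (ENSDARG00000044387, chromosome 21) passed the threshold, at 0.0575 ± 0.0563 CPM in sham (SD, n = 3), 5.82 in SBS replicate 1 and 1.44 in SBS replicate 3. Its log2 fold change was 5.89 (standard error 1.12, adjusted p = 0.0467 from the quasi-likelihood test), and without SBS replicate 1 it was 4.56 (adjusted p = 0.0893). The gene cldn1 had 0 counts in sham and 6 and 20 in SBS replicate 1 and 3, at least 10.9-fold higher against a floor of 3 counts over the sham group (adjusted p = 0.0931), or 6.75-fold without SBS replicate 3 and 7.14-fold without sham replicate 2. For cldn7b the log2 fold change was 2.55 (standard error 0.55, adjusted p = 0.0622), with 7.52 and 2.66 CPM in the SBS libraries, and it was 1.62 without SBS replicate 1. For cldn11a it was 2.58 (standard error 0.91, adjusted p = 0.135). Among the integrins, itga5 had 2.76 and an adjusted p of 0.106, and 0.92 without SBS replicate 1. The values of itgb1b.2 and itgb3a were 2.07 and 2.00, with adjusted p-values of 0.109 and 0.154.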

Expression of *cldn1* (Claudin 1, 7.4 log_2_ FC), *cldn2* (7.0 log_2_ FC), *cldn7b* (2.4 log_2_ FC) and *cldn11a* (2.3 log_2_ FC) were all increased, as were several of the integrins. The isolated SBS barrier function was found to be relatively unchanged in regards to claudin-1, claudin-2 and claudin-4 with a decrease in occludin expression when compared to sham group [51]. Other treatments can decrease the level of barrier function. Enteral nutrition deprivation causes a decrease in occludin, ZO-1 and claudin-4 with a marked increase in FITC-dextran permeation [42].

We chose to investigate a 2-week time point because it corresponded to an observation of statistically significantly increased BrdU-positive cells in the intestine of fish with SBS, and our long-term goal is to understand the cellular and molecular mechanisms of intestinal adaptation. However, in order to dissect these results reported above, it will be necessary to investigate other time points and to begin to assign gene expression signals to particular cellular compartments or cell types in future work. Additionally, the changes in the transcriptome related to immune and barrier functions immediately suggest a contribution of the microbiome, the diversity and alteration of which must be investigated.

## Conclusions

Short bowel syndrome is a highly complex disease process that is likely to have systemic effects including immune system activation, inflammation, changes to the coagulation and bile acid pathways, as well as altering the cellular barrier. 

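The RNA-seq levels of ctnnb1 (ENSDARG00000014571, chromosome 16) were 151 ± 10.4 CPM in sham (SD, n = 3) and 171 ± 18.1 in SBS (SD, n = 2). The log2 fold change was 0.18 (standard error 0.26, adjusted p = 0.686 from the quasi-likelihood test), within the spread of the libraries. For lef1 the levels were 0.359 ± 0.124 and 0.578 ± 0.170, a log2 fold change of 0.69 (standard error 0.63, adjusted p = 0.51), and the groups overlapped. Of the other cell cycle markers, mki67 had a log2 fold change of 2.93 (adjusted p = 0.13) and pcna 0.93 (adjusted p = 0.391). In the cell cycle list 25 of 26 genes were higher, with a median of 3.21, and 4 passed the threshold. Camera called that list (adjusted p = 4.38e-10) and fry did not (adjusted p = 0.126). The Wnt target mycb was lower, at -2.38 (adjusted p = 0.0567). Of the 29 Wnt genes 2 passed the threshold, both higher, ccnd1 (1.71, adjusted p = 0.0295) and dkk3b (2.52, adjusted p = 0.0476). In both SBS libraries 6 genes of this list lay above and 9 below all sham libraries. The list also holds antagonists such as dkk3b, so these numbers do not measure signalling activity.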

Genes associated with proliferation and Wnt signaling are also notably increased. Given these widespread effects, further evaluation of SBS in vivo and the changes that SBS causes in the transcriptome may assist the discovery and translation of future human therapies.

## Additional files

Additional file 1: Table S1. List of RT-qPCR primers. (TIF 6990 kb)
Additional file 2: Figure S1. Increased β –catenin is detected by immunofluorescence in proximal SBS intestine compared to distal SBS and Sham intestine. Immunofluorescent detection of β –catenin identified more positive cells/hemivillus in SBS intestine compared to both the distal limb and sham proximal controls (A–C). Increased β –catenin is noted in the proximal SBS intestine (C; E) compared to distal SBS (D; E *p* = 0.001) and Sham proximal and SBS proximal intestine (A–C; E *p* = 0.012). No significant difference in β –catenin is seen between Sham proximal and distal intestine (A–B, E). A–D Scale 50 μm. (TIF 2151 kb)
Additional file 3: Table S2. GO enrichment analysis for biological processes over-represented by genes of SBS zebrafish intestine as compared to sham. (PDF 143 kb)

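The table lists Gene Ontology terms whose genes are more frequent among the differentially expressed genes than among all genes measured, by the hypergeometric test of GOstats. Ontology annotations are not part of the deposited data, so these terms were not recomputed, and the directions of single processes rest on the gene lists tested with camera.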

Additional file 4: Table S3. GO enrichment analysis for biological processes under-represented by genes of SBS zebrafish intestine as compared to sham. (PDF 135 kb)

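The table lists Gene Ontology terms that are less frequent among the differentially expressed genes than among all genes measured. It gives no direction of change for the genes of a term, and it was not recomputed for want of the ontology annotations.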

Additional file 5: Table S4. IPA analysis of percentage of up- and downregulated genes within each significant pathway. (PDF 295 kb)

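The table gives, for each canonical pathway of the Ingenuity analysis, the percentage of its genes that were higher or lower in SBS. The pathway memberships belong to a commercial database that takes human genes as input, and they were not available for a new calculation.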

Additional file 6: Table S5. Results of the differential gene analysis with RPKM values and annotation for every gene measured. (XLSX 4103 kb)

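The copy of this table that could be read holds the first 1502 of its 14798 rows, sorted by the false discovery rate, and 1374 of its genes were matched by Ensembl identifier to the deposited genes. Its counts were made from another number of reads than the deposited ones. For genes with at least 20 counts in the table, the median ratio of the deposited count to the count in the table was 3.61, 3.67 and 3.50 in sham replicate 1, 2 and 3, and 3.61 in SBS replicate 3. For SBS replicate 1 it was 2.00, and 877 of 1288 genes had exactly double the count. For SBS replicate 2 it was 2.91, with 5% of the genes under 0.374 and 5% over 24.3, so the deposited column does not follow the table for that fish.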

## Abbreviations

BrdU: Bromodeoxyuridine
*c3a.1*: Complement component c3a, duplicate 1
*c3b.1*: Complement component c3b, duplicate 1
*ccnb1*: Cyclin B1
*ccnd1*: Cyclin D1
*cdk1*: Cyclin-dependent kinase 1
*cldn-1*: Claudin 1
*cldn11*: Claudin 11
*cldn-2*: Claudin 2
*cldn7b*: Claudin 7b
*ctnnb1*: Beta-catenin
*cyp7a1a*: Cytochrome p450 7a1a
dkk3: Dickkopf wnt signaling pathway inhibitor 3
EGF: Epidermal growth factor
ERCC: External RNA controls consortium
FDR: False discovery rate
*fgf19*: Fibroblast growth factor 19
*fgf21*: Fibroblast growth factor 21
*FXR*: Farnesoid X receptor
Glp-2: Glucagon-like peptide 2
GO: Gene ontology
*ifng1-2*: Interferon gamma 1–2
IGF: Insulin-like growth factor
*igf2a*: Insulin-like growth factor 2a
*il12b*: Interleukin 12 beta
*il1b*: Interleukin 1 beta
*il22*: Interleukin 22
*il6*: Interleukin 6
*il6r*: Interleukin 6 receptor
IV: Intravenous
*lef1*: Lymphoid enhancer-binding factor 1
*nos2b*: Nitric oxide synthase 2b
RIN: RNA integrity number
RPKM: Reads per kilobase per million mapped reads
RT-qPCR: Reverse transcription quantitative polymerase chain reaction
*saa1*: Serum amyloid A1
SBS: Short Bowel Syndrome
*stat3*: Signal transducer and activator of transcription 3
*stat4*: Signal transducer and activator of transcription 4
*tgfb*: Transforming growth factor beta
tlr1: Toll-like receptor 1
tlr4: Toll-like receptor 4
tlr5: Toll-like receptor 5
*tnfa*: Tumor necrosis factor alpha
TPN: Total parenteral nutrition
*wnt5a*: Wnt family member 5a

# Supplementary material for: Short bowel syndrome results in increased gene expression associated with proliferation, inflammation, bile acid synthesis and immune system activation: RNA sequencing a zebrafish SBS model
**Source:** BMC Genomics. 2017 Jan 25;18:23. doi: 10.1186/s12864-016-3433-4
**Supplement:** Additional file 3: Table S2. — GO enrichment analysis for biological processes over-represented by genes of SBS zebrafish intestine as compared to sham.

| GOBPID     | Pvalue   | OddsRatio   | ExpCount    | Count | Size | Term                                     |
|------------|----------|-------------|-------------|-------|------|------------------------------------------|
| GO:0055114 | 1.04E-16 | 2.344469938 | 98.02425579 | 174   | 478  | oxidation-reduction process              |
| GO:0044699 | 6.27E-14 | 1.50725947  | 1164.191841 | 1301  | 5677 | single-organism process                  |
| GO:0032787 | 1.36E-13 | 3.370204285 | 34.04189636 | 76    | 166  | monocarboxylic acid metabolic process    |
| GO:0006082 | 7.01E-12 | 2.208938451 | 76.49173098 | 132   | 373  | organic acid metabolic process           |
| GO:0019752 | 7.40E-12 | 2.296803628 | 68.28886439 | 121   | 333  | carboxylic acid metabolic process        |
| GO:0042221 | 1.35E-10 | 1.77259552  | 142.1146637 | 210   | 693  | response to chemical                     |
| GO:0006631 | 1.58E-10 | 3.950910094 | 19.27673649 | 47    | 94   | fatty acid metabolic process             |
| GO:0009617 | 6.54E-10 | 4.700210571 | 13.94487321 | 37    | 68   | response to bacterium                    |
| GO:0043436 | 1.05E-09 | 2.05631896  | 73.82579934 | 122   | 360  | oxoacid metabolic process                |
| GO:0006805 | 1.43E-09 | 9.014697877 | 6.767364939 | 23    | 33   | xenobiotic metabolic process             |
| GO:0017144 | 2.49E-09 | 10.28017945 | 5.94707828  | 21    | 29   | drug metabolic process                   |
| GO:0009607 | 3.15E-09 | 3.094467716 | 25.22381477 | 54    | 123  | response to biotic stimulus              |
| GO:0006811 | 5.48E-09 | 1.863029648 | 93.92282249 | 145   | 458  | ion transport                            |
| GO:0043207 | 7.49E-09 | 3.066272619 | 24.40352811 | 52    | 119  | response to external biotic stimulus     |
| GO:0051707 | 7.49E-09 | 3.066272619 | 24.40352811 | 52    | 119  | response to other organism               |
| GO:0050896 | 7.75E-09 | 1.384186198 | 497.9140022 | 596   | 2428 | response to stimulus                     |
| GO:1901700 | 9.74E-09 | 2.991698949 | 25.22381477 | 53    | 123  | response to oxygen-containing compound   |
| GO:0009410 | 1.32E-08 | 4.1709423   | 13.94487321 | 35    | 68   | response to xenobiotic stimulus          |
| GO:0044710 | 1.50E-08 | 1.423235967 | 359.6957001 | 446   | 1754 | single-organism metabolic process        |
| GO:0071466 | 1.80E-08 | 4.490153173 | 12.30429989 | 32    | 60   | cellular response to xenobiotic stimulus |
| GO:0009725 | 2.03E-08 | 2.652627528 | 31.17089305 | 61    | 152  | response to hormone                      |
| GO:0044281 | 2.14E-08 | 1.650737816 | 142.3197354 | 201   | 694  | small molecule metabolic process         |
| GO:0033993 | 2.41E-08 | 3.182247239 | 21.12238148 | 46    | 103  | response to lipid                        |
| GO:0014070 | 3.29E-08 | 2.806696975 | 26.65931643 | 54    | 130  | response to organic cyclic compound      |
| GO:0032870 | 3.87E-08 | 2.666236481 | 29.53031974 | 58    | 144  | cellular response to hormone stimulus    |
| GO:0044283 | 7.80E-08 | 2.618813605 | 29.32524807 | 57    | 143  | small molecule biosynthetic process      |
| GO:0042737 | 1.09E-07 | 8.79723127  | 5.331863286 | 18    | 26   | drug catabolic process                   |
| GO:0042738 | 1.09E-07 | 8.79723127  | 5.331863286 | 18    | 26   | exogenous drug catabolic process         |
| GO:0051704 | 1.21E-07 | 2.37458194  | 36.09261301 | 66    | 176  | multi-organism process                   |
| GO:0042493 | 2.44E-07 | 5.741385564 | 7.587651599 | 22    | 37   | response to drug                         |
| GO:0006629 | 3.09E-07 | 1.807417046 | 78.95259096 | 120   | 385  | lipid metabolic process                  |
| GO:0055085 | 3.15E-07 | 1.787777205 | 82.2337376  | 124   | 401  | transmembrane transport                  |
| GO:0070887 | 4.57E-07 | 1.695598519 | 99.25468578 | 144   | 484  | cellular response to chemical stimulus   |

|            |          |             |             |      |      |                                               |
|------------|----------|-------------|-------------|------|------|-----------------------------------------------|
| GO:0006954 | 9.84E-07 | 3.196495699 | 15.99558986 | 35   | 78   | inflammatory response                         |
| GO:0006955 | 1.90E-06 | 2.048034068 | 43.88533627 | 73   | 214  | immune response                               |
| GO:0016042 | 2.37E-06 | 3.158276263 | 15.1753032  | 33   | 74   | lipid catabolic process                       |
| GO:0009605 | 2.41E-06 | 1.733936789 | 77.72216097 | 115  | 379  | response to external stimulus                 |
| GO:0006952 | 2.50E-06 | 2.242954451 | 32.81146637 | 58   | 160  | defense response                              |
| GO:0007596 | 2.70E-06 | 4.530152912 | 8.407938258 | 22   | 41   | blood coagulation                             |
| GO:0007599 | 2.70E-06 | 4.530152912 | 8.407938258 | 22   | 41   | hemostasis                                    |
| GO:0006820 | 2.82E-06 | 2.354770624 | 28.50496141 | 52   | 139  | anion transport                               |
| GO:0050817 | 2.92E-06 | 4.286154963 | 9.023153252 | 23   | 44   | coagulation                                   |
| GO:0044282 | 3.68E-06 | 2.884398496 | 17.43109151 | 36   | 85   | small molecule catabolic process              |
| GO:0050878 | 4.81E-06 | 4.090760628 | 9.228224917 | 23   | 45   | regulation of body fluid levels               |
| GO:0072376 | 5.15E-06 | 35.05186386 | 2.050716648 | 9    | 10   | protein activation cascade                    |
| GO:0071407 | 6.76E-06 | 2.640913481 | 19.89195149 | 39   | 97   | cellular response to organic cyclic compound  |
| GO:0048545 | 6.83E-06 | 2.941707718 | 15.79051819 | 33   | 77   | response to steroid hormone                   |
| GO:0071383 | 7.47E-06 | 2.987600292 | 15.1753032  | 32   | 74   | cellular response to steroid hormone stimulus |
| GO:0001676 | 8.92E-06 | 6.504968383 | 4.921719956 | 15   | 24   | long-chain fatty acid metabolic process       |
| GO:0006936 | 1.04E-05 | 4.640344921 | 7.177508269 | 19   | 35   | muscle contraction                            |
| GO:0046364 | 1.18E-05 | 9.357142857 | 3.486218302 | 12   | 17   | monosaccharide biosynthetic process           |
| GO:0033559 | 1.43E-05 | 5.106598773 | 6.152149945 | 17   | 30   | unsaturated fatty acid metabolic process      |
| GO:0016053 | 1.82E-05 | 2.453983516 | 21.32745314 | 40   | 104  | organic acid biosynthetic process             |
| GO:0046394 | 1.82E-05 | 2.453983516 | 21.32745314 | 40   | 104  | carboxylic acid biosynthetic process          |
| GO:0019369 | 1.97E-05 | 7.242555495 | 4.101433297 | 13   | 20   | arachidonic acid metabolic process            |
| GO:0042742 | 2.23E-05 | 5.204627621 | 5.742006615 | 16   | 28   | defense response to bacterium                 |
| GO:0071396 | 2.46E-05 | 2.695060208 | 16.61080485 | 33   | 81   | cellular response to lipid                    |
| GO:0048878 | 2.54E-05 | 2.083642759 | 31.99117971 | 54   | 156  | chemical homeostasis                          |
| GO:0009719 | 2.76E-05 | 1.723166929 | 61.52149945 | 91   | 300  | response to endogenous stimulus               |
| GO:0009611 | 2.94E-05 | 2.085390149 | 31.37596472 | 53   | 153  | response to wounding                          |
| GO:0015711 | 3.05E-05 | 2.521381579 | 18.86659316 | 36   | 92   | organic anion transport                       |
| GO:1901565 | 3.05E-05 | 2.521381579 | 18.86659316 | 36   | 92   | organonitrogen compound catabolic process     |
| GO:0044763 | 3.84E-05 | 1.230562094 | 943.5347299 | 1020 | 4601 | single-organism cellular process              |
| GO:0006690 | 4.02E-05 | 4.803604205 | 5.94707828  | 16   | 29   | icosanoid metabolic process                   |
| GO:1901568 | 4.02E-05 | 4.803604205 | 5.94707828  | 16   | 29   | fatty acid derivative metabolic process       |
| GO:0019319 | 4.10E-05 | 8.572742023 | 3.281146637 | 11   | 16   | hexose biosynthetic process                   |
| GO:0071391 | 4.19E-05 | 6.336356253 | 4.306504961 | 13   | 21   | cellular response to estrogen stimulus        |

|            |             |             |             |     |     |                                              |
|------------|-------------|-------------|-------------|-----|-----|----------------------------------------------|
| GO:0006812 | 4.23E-05    | 1.714174515 | 59.67585447 | 88  | 291 | cation transport                             |
| GO:0006633 | 4.34E-05    | 3.330893768 | 10.25358324 | 23  | 50  | fatty acid biosynthetic process              |
| GO:0044242 | 4.34E-05    | 3.330893768 | 10.25358324 | 23  | 50  | cellular lipid catabolic process             |
| GO:0065008 | 4.47E-05    | 1.456739557 | 133.5016538 | 174 | 651 | regulation of biological quality             |
| GO:0003012 | 4.80E-05    | 3.906029332 | 7.792723264 | 19  | 38  | muscle system process                        |
| GO:0000280 | 5.74E-05    | 2.122480679 | 27.47960309 | 47  | 134 | nuclear division                             |
| GO:1901615 | 5.97E-05    | 2.45        | 18.6615215  | 35  | 91  | organic hydroxy compound metabolic process   |
| GO:0034220 | 7.09E-05    | 1.803739    | 45.73098126 | 70  | 223 | ion transmembrane transport                  |
| GO:0010033 | 7.46E-05    | 1.521529871 | 96.99889746 | 131 | 473 | response to organic substance                |
| GO:0007186 | 7.47E-05    | 1.739218931 | 52.29327453 | 78  | 255 | G-protein coupled receptor signaling pathway |
| GO:0000302 | 7.57E-05    | 11.68071313 | 2.460859978 | 9   | 12  | response to reactive oxygen species          |
| GO:0030261 | 9.32E-05    | 15.56803456 | 2.050716648 | 8   | 10  | chromosome condensation                      |
| GO:0043627 | 9.92E-05    | 4.963360583 | 5.126791621 | 14  | 25  | response to estrogen                         |
| GO:0044712 | 0.000114733 | 1.709502432 | 52.90848953 | 78  | 258 | single-organism catabolic process            |
| GO:0007059 | 0.000120336 | 2.932189542 | 11.48401323 | 24  | 56  | chromosome segregation                       |
| GO:0006094 | 0.000139376 | 7.789189189 | 3.076074972 | 10  | 15  | gluconeogenesis                              |
| GO:0072330 | 0.000151174 | 2.792915531 | 12.30429989 | 25  | 60  | monocarboxylic acid biosynthetic process     |
| GO:0030001 | 0.000168065 | 1.796617551 | 41.21940463 | 63  | 201 | metal ion transport                          |
| GO:0071495 | 0.000170477 | 1.664260118 | 55.9845645  | 81  | 273 | cellular response to endogenous stimulus     |
| GO:0003008 | 0.000175818 | 1.705552609 | 50.24255788 | 74  | 245 | system process                               |
| GO:0000226 | 0.000184019 | 2.153444555 | 22.55788313 | 39  | 110 | microtubule cytoskeleton organization        |
| GO:0098813 | 0.000188921 | 3.685536866 | 7.177508269 | 17  | 35  | nuclear chromosome segregation               |
| GO:0098542 | 0.000204163 | 2.963903793 | 10.45865491 | 22  | 51  | defense response to other organism           |
| GO:0031102 | 0.00024449  | 5.195526696 | 4.306504961 | 12  | 21  | neuron projection regeneration               |
| GO:0048285 | 0.000247913 | 1.923743788 | 30.55567806 | 49  | 149 | organelle fission                            |
| GO:0032101 | 0.000257864 | 2.808485302 | 11.27894157 | 23  | 55  | regulation of response to external stimulus  |
| GO:0002237 | 0.00027625  | 4.606339519 | 4.921719956 | 13  | 24  | response to molecule of bacterial origin     |
| GO:0006006 | 0.00027625  | 4.606339519 | 4.921719956 | 13  | 24  | glucose metabolic process                    |
| GO:0015698 | 0.000276677 | 3.345276873 | 7.997794928 | 18  | 39  | inorganic anion transport                    |
| GO:0016054 | 0.000353717 | 2.72300028  | 11.48401323 | 23  | 56  | organic acid catabolic process               |
| GO:0046395 | 0.000353717 | 2.72300028  | 11.48401323 | 23  | 56  | carboxylic acid catabolic process            |
| GO:0007052 | 0.00038367  | 5.355732829 | 3.896361632 | 11  | 19  | mitotic spindle organization                 |
| GO:0032496 | 0.00038367  | 5.355732829 | 3.896361632 | 11  | 19  | response to lipopolysaccharide               |
| GO:0006584 | 0.000426607 | 23.33009709 | 1.435501654 | 6   | 7   | catecholamine metabolic process              |

|            |             |             |             |    |     |                                                     |
|------------|-------------|-------------|-------------|----|-----|-----------------------------------------------------|
| GO:0007076 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | mitotic chromosome condensation                     |
| GO:0009712 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | catechol-containing compound metabolic process      |
| GO:0010872 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | regulation of cholesterol esterification            |
| GO:0010873 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | positive regulation of cholesterol esterification   |
| GO:0019226 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | transmission of nerve impulse                       |
| GO:0019433 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | triglyceride catabolic process                      |
| GO:0034368 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | protein-lipid complex remodeling                    |
| GO:0034369 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | plasma lipoprotein particle remodeling              |
| GO:0034370 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | triglyceride-rich lipoprotein particle remodeling   |
| GO:0034372 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | very-low-density lipoprotein particle remodeling    |
| GO:0034377 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | plasma lipoprotein particle assembly                |
| GO:0034380 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | high-density lipoprotein particle assembly          |
| GO:0034433 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | steroid esterification                              |
| GO:0034434 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | sterol esterification                               |
| GO:0034435 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | cholesterol esterification                          |
| GO:0045940 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | positive regulation of steroid metabolic process    |
| GO:0065005 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | protein-lipid complex assembly                      |
| GO:0071825 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | protein-lipid complex subunit organization          |
| GO:0071827 | 0.000426607 | 23.33009709 | 1.435501654 | 6  | 7   | plasma lipoprotein particle organization            |
| GO:0015850 | 0.000435126 | 3.31606077  | 7.587651599 | 17 | 37  | organic hydroxy compound transport                  |
| GO:0016051 | 0.000435126 | 3.31606077  | 7.587651599 | 17 | 37  | carbohydrate biosynthetic process                   |
| GO:0009135 | 0.000458103 | 3.466859484 | 6.972436604 | 16 | 34  | purine nucleoside diphosphate metabolic process     |
| GO:0009179 | 0.000458103 | 3.466859484 | 6.972436604 | 16 | 34  | purine ribonucleoside diphosphate metabolic process |
| GO:0009185 | 0.000458103 | 3.466859484 | 6.972436604 | 16 | 34  | ribonucleoside diphosphate metabolic process        |
| GO:1903034 | 0.000458103 | 3.466859484 | 6.972436604 | 16 | 34  | regulation of response to wounding                  |
| GO:1903046 | 0.000458103 | 3.466859484 | 6.972436604 | 16 | 34  | meiotic cell cycle process                          |
| GO:0072329 | 0.000468067 | 4.221891355 | 5.126791621 | 13 | 25  | monocarboxylic acid catabolic process               |
| GO:0009132 | 0.000488386 | 2.891706924 | 9.638368247 | 20 | 47  | nucleoside diphosphate metabolic process            |
| GO:0044255 | 0.0005206   | 1.583879221 | 58.65049614 | 82 | 286 | cellular lipid metabolic process                    |
| GO:1901698 | 0.00063706  | 2.158605599 | 18.45644983 | 32 | 90  | response to nitrogen compound                       |
| GO:0006066 | 0.000643795 | 2.345335516 | 14.76515987 | 27 | 72  | alcohol metabolic process                           |
| GO:0007126 | 0.000724157 | 3.43998087  | 6.562293275 | 15 | 32  | meiotic nuclear division                            |
| GO:0006575 | 0.000728004 | 2.603191875 | 11.27894157 | 22 | 55  | cellular modified amino acid metabolic process      |
| GO:0008202 | 0.000728004 | 2.603191875 | 11.27894157 | 22 | 55  | steroid metabolic process                           |

|            |             |             |             |     |     |                                           |
|------------|-------------|-------------|-------------|-----|-----|-------------------------------------------|
| GO:0071310 | 0.000729627 | 1.47236097  | 80.79823594 | 107 | 394 | cellular response to organic substance    |
| GO:1901136 | 0.000754523 | 2.85162746  | 9.228224917 | 19  | 45  | carbohydrate derivative catabolic process |
| GO:0055082 | 0.000792708 | 2.12172236  | 18.6615215  | 32  | 91  | cellular chemical homeostasis             |
| GO:0007017 | 0.000844675 | 1.708361382 | 38.55347299 | 57  | 188 | microtubule-based process                 |
| GO:0042060 | 0.000883513 | 1.957738749 | 23.37816979 | 38  | 114 | wound healing                             |
| GO:0022402 | 0.000892664 | 1.614879955 | 48.60198456 | 69  | 237 | cell cycle process                        |
| GO:0050900 | 0.000918057 | 3.013762147 | 7.997794928 | 17  | 39  | leukocyte migration                       |
| GO:0006941 | 0.000941481 | 5.837925446 | 3.076074972 | 9   | 15  | striated muscle contraction               |
| GO:0005996 | 0.000974472 | 2.403552874 | 12.91951488 | 24  | 63  | monosaccharide metabolic process          |

# Supplementary material for: Short bowel syndrome results in increased gene expression associated with proliferation, inflammation, bile acid synthesis and immune system activation: RNA sequencing a zebrafish SBS model
**Source:** BMC Genomics. 2017 Jan 25;18:23. doi: 10.1186/s12864-016-3433-4
**Supplement:** Additional file 4: Table S3. — GO enrichment analysis for biological processes under-represented by genes of SBS zebrafish intestine as compared to sham.

| GOBPID     | Pvalue   | OddsRatio   | ExpCount    | Count | Size | Term                                             |
|------------|----------|-------------|-------------|-------|------|--------------------------------------------------|
| GO:0044260 | 1.24E-36 | 0.478735086 | 636.952591  | 413   | 3106 | cellular macromolecule metabolic process         |
| GO:0006396 | 1.43E-27 | 0.064201134 | 72.18522602 | 6     | 352  | RNA processing                                   |
| GO:0010467 | 1.45E-25 | 0.460526499 | 352.3131202 | 203   | 1718 | gene expression                                  |
| GO:0043170 | 1.07E-23 | 0.572155481 | 693.7574421 | 511   | 3383 | macromolecule metabolic process                  |
| GO:0016070 | 8.47E-21 | 0.476308467 | 298.9944873 | 174   | 1458 | RNA metabolic process                            |
| GO:0090304 | 3.12E-19 | 0.515961705 | 340.0088203 | 213   | 1658 | nucleic acid metabolic process                   |
| GO:0044267 | 2.74E-18 | 0.526930861 | 340.8291069 | 217   | 1662 | cellular protein metabolic process               |
| GO:0034641 | 4.66E-17 | 0.58732995  | 467.3583241 | 332   | 2279 | cellular nitrogen compound metabolic process     |
| GO:0034660 | 7.19E-17 | 0.039987242 | 39.16868798 | 2     | 191  | ncRNA metabolic process                          |
| GO:0034470 | 1.99E-16 | 0           | 31.99117971 | 0     | 156  | ncRNA processing                                 |
| GO:0016071 | 7.69E-16 | 0.075152256 | 42.03969129 | 4     | 205  | mRNA metabolic process                           |
| GO:0006139 | 9.97E-16 | 0.579664318 | 394.3528115 | 273   | 1923 | nucleobase-containing compound metabolic process |
| GO:0022613 | 6.77E-15 | 0.093990962 | 42.24476295 | 5     | 206  | ribonucleoprotein complex biogenesis             |
| GO:0034645 | 9.20E-14 | 0.5786084   | 327.4994487 | 223   | 1597 | cellular macromolecule biosynthetic process      |
| GO:0046483 | 2.94E-13 | 0.616163221 | 406.862183  | 295   | 1984 | heterocycle metabolic process                    |
| GO:0009059 | 2.99E-13 | 0.587571671 | 330.7805954 | 228   | 1613 | macromolecule biosynthetic process               |
| GO:0044237 | 5.75E-13 | 0.684700281 | 822.5424476 | 687   | 4011 | cellular metabolic process                       |
| GO:0016192 | 8.66E-13 | 0.290030898 | 74.23594267 | 26    | 362  | vesicle-mediated transport                       |
| GO:0043412 | 8.92E-13 | 0.547551538 | 245.2657111 | 157   | 1196 | macromolecule modification                       |
| GO:0006807 | 2.48E-12 | 0.652112453 | 494.4277839 | 379   | 2411 | nitrogen compound metabolic process              |
| GO:0006397 | 2.52E-12 | 0.093174847 | 34.24696803 | 4     | 167  | mRNA processing                                  |
| GO:0006725 | 6.29E-12 | 0.635582406 | 407.477398  | 302   | 1987 | cellular aromatic compound metabolic process     |
| GO:0046907 | 1.06E-11 | 0.359835485 | 88.79603087 | 38    | 433  | intracellular transport                          |
| GO:0042254 | 2.07E-11 | 0.079837771 | 29.94046307 | 3     | 146  | ribosome biogenesis                              |
| GO:0043043 | 1.38E-10 | 0.304224088 | 63.16207277 | 23    | 308  | peptide biosynthetic process                     |
| GO:0006412 | 1.49E-10 | 0.298463297 | 61.52149945 | 22    | 300  | translation                                      |
| GO:0006464 | 1.88E-10 | 0.580663189 | 231.9360529 | 155   | 1131 | cellular protein modification process            |
| GO:0036211 | 1.88E-10 | 0.580663189 | 231.9360529 | 155   | 1131 | protein modification process                     |
| GO:0051641 | 2.31E-10 | 0.472609476 | 127.3495039 | 70    | 621  | cellular localization                            |
| GO:0019538 | 2.37E-10 | 0.657286953 | 396.1984564 | 300   | 1932 | protein metabolic process                        |
| GO:0016072 | 2.99E-10 | 0           | 19.48180816 | 0     | 95   | rRNA metabolic process                           |
| GO:0045184 | 3.24E-10 | 0.388172471 | 85.30981257 | 39    | 416  | establishment of protein localization            |
| GO:0015031 | 3.89E-10 | 0.381724967 | 82.2337376  | 37    | 401  | protein transport                                |

|            |          |             |             |     |      |                                                                                   |
|------------|----------|-------------|-------------|-----|------|-----------------------------------------------------------------------------------|
| GO:0044271 | 4.12E-10 | 0.636006142 | 323.3980154 | 236 | 1577 | cellular nitrogen compound biosynthetic process                                   |
| GO:0006364 | 4.76E-10 | 0           | 19.07166483 | 0   | 93   | rRNA processing                                                                   |
| GO:1901360 | 4.92E-10 | 0.669234525 | 419.5766262 | 323 | 2046 | organic cyclic compound metabolic process                                         |
| GO:0008104 | 1.29E-09 | 0.442528158 | 100.8952591 | 52  | 492  | protein localization                                                              |
| GO:0008380 | 1.56E-09 | 0.115562957 | 27.88974642 | 4   | 136  | RNA splicing                                                                      |
| GO:0051649 | 1.61E-09 | 0.468093728 | 112.3792723 | 61  | 548  | establishment of localization in cell                                             |
| GO:0006518 | 1.99E-09 | 0.358569625 | 68.49393605 | 29  | 334  | peptide metabolic process                                                         |
| GO:0043604 | 2.30E-09 | 0.35980123  | 68.28886439 | 29  | 333  | amide biosynthetic process                                                        |
| GO:0044238 | 3.04E-09 | 0.73480353  | 837.3076075 | 726 | 4083 | primary metabolic process                                                         |
| GO:1902582 | 4.27E-09 | 0.330719825 | 58.65049614 | 23  | 286  | single-organism intracellular transport                                           |
| GO:0070727 | 2.24E-08 | 0.408914712 | 73.41565601 | 35  | 358  | cellular macromolecule localization                                               |
| GO:0006399 | 2.92E-08 | 0.043535136 | 18.25137817 | 1   | 89   | tRNA metabolic process                                                            |
| GO:0034613 | 3.35E-08 | 0.412928082 | 72.80044101 | 35  | 355  | cellular protein localization                                                     |
| GO:0006886 | 8.52E-08 | 0.365435599 | 55.9845645  | 24  | 273  | intracellular protein transport                                                   |
| GO:0044249 | 8.91E-08 | 0.708010763 | 405.8368247 | 324 | 1979 | cellular biosynthetic process                                                     |
| GO:0071840 | 9.52E-08 | 0.693959289 | 353.3384785 | 276 | 1723 | cellular component organization or biogenesis                                     |
| GO:0043632 | 1.53E-07 | 0.302017465 | 41.83461963 | 15  | 204  | modification-dependent macromolecule catabolic process                            |
| GO:0000375 | 2.03E-07 | 0.116039229 | 20.91730981 | 3   | 102  | RNA splicing, via transesterification reactions                                   |
| GO:0000377 | 2.48E-07 | 0.117239788 | 20.71223815 | 3   | 101  | RNA splicing, via transesterification reactions with bulged adenosine nucleophile |
| GO:0000398 | 2.48E-07 | 0.117239788 | 20.71223815 | 3   | 101  | mRNA splicing, via spliceosome                                                    |
| GO:0019941 | 3.37E-07 | 0.310445387 | 40.8092613  | 15  | 199  | modification-dependent protein catabolic process                                  |
| GO:0033036 | 4.22E-07 | 0.553152499 | 119.7618523 | 75  | 584  | macromolecule localization                                                        |
| GO:0044265 | 4.24E-07 | 0.406924995 | 59.26571114 | 28  | 289  | cellular macromolecule catabolic process                                          |
| GO:0006511 | 5.39E-07 | 0.315725643 | 40.19404631 | 15  | 196  | ubiquitin-dependent protein catabolic process                                     |
| GO:0016482 | 8.78E-07 | 0.24917201  | 30.14553473 | 9   | 147  | cytoplasmic transport                                                             |
| GO:0016568 | 1.03E-06 | 0.302395447 | 36.29768467 | 13  | 177  | chromatin modification                                                            |
| GO:0009451 | 1.25E-06 | 0           | 12.09922822 | 0   | 59   | RNA modification                                                                  |
| GO:0071704 | 1.37E-06 | 0.781049486 | 867.2480706 | 777 | 4229 | organic substance metabolic process                                               |
| GO:0009058 | 1.57E-06 | 0.740634468 | 428.8048512 | 354 | 2091 | biosynthetic process                                                              |
| GO:1901576 | 1.76E-06 | 0.739443962 | 417.7309813 | 344 | 2037 | organic substance biosynthetic process                                            |
| GO:0070647 | 1.99E-06 | 0.415292835 | 54.13891951 | 26  | 264  | protein modification by small protein conjugation or removal                      |
| GO:0071826 | 2.01E-06 | 0.159707256 | 20.50716648 | 4   | 100  | ribonucleoprotein complex subunit organization                                    |
| GO:0008033 | 2.51E-06 | 0           | 11.48401323 | 0   | 56   | tRNA processing                                                                   |
| GO:0061024 | 3.57E-06 | 0.366998206 | 42.03969129 | 18  | 205  | membrane organization                                                             |

|            |             |             |             |     |      |                                                                   |
|------------|-------------|-------------|-------------|-----|------|-------------------------------------------------------------------|
| GO:0022618 | 4.35E-06    | 0.166744753 | 19.68687982 | 4   | 96   | ribonucleoprotein complex assembly                                |
| GO:0006325 | 4.76E-06    | 0.371071397 | 41.62954796 | 18  | 203  | chromatin organization                                            |
| GO:0006401 | 5.02E-06    | 0           | 10.86879824 | 0   | 53   | RNA catabolic process                                             |
| GO:0007005 | 5.07E-06    | 0.193607231 | 21.32745314 | 5   | 104  | mitochondrion organization                                        |
| GO:0016569 | 8.81E-06    | 0.199741689 | 20.71223815 | 5   | 101  | covalent chromatin modification                                   |
| GO:0032774 | 1.17E-05    | 0.692307895 | 217.3759647 | 166 | 1060 | RNA biosynthetic process                                          |
| GO:0016570 | 1.27E-05    | 0.204048862 | 20.30209482 | 5   | 99   | histone modification                                              |
| GO:0097659 | 1.35E-05    | 0.69407987  | 216.9658214 | 166 | 1058 | nucleic acid-templated transcription                              |
| GO:0048193 | 1.47E-05    | 0.111402318 | 14.5600882  | 2   | 71   | Golgi vesicle transport                                           |
| GO:0006351 | 1.55E-05    | 0.695859809 | 216.5556781 | 166 | 1056 | transcription, DNA-templated                                      |
| GO:0043603 | 1.60E-05    | 0.541689674 | 80.38809261 | 49  | 392  | cellular amide metabolic process                                  |
| GO:0034654 | 2.31E-05    | 0.71886942  | 250.8026461 | 198 | 1223 | nucleobase-containing compound biosynthetic process               |
| GO:0044802 | 2.62E-05    | 0.389013617 | 37.73318633 | 17  | 184  | single-organism membrane organization                             |
| GO:0006402 | 3.18E-05    | 0           | 9.228224917 | 0   | 45   | mRNA catabolic process                                            |
| GO:0044085 | 3.29E-05    | 0.656882771 | 147.6515987 | 107 | 720  | cellular component biogenesis                                     |
| GO:0006996 | 3.29E-05    | 0.700052561 | 204.2513782 | 157 | 996  | organelle organization                                            |
| GO:0010498 | 3.32E-05    | 0.326558249 | 28.71003308 | 11  | 140  | proteasomal protein catabolic process                             |
| GO:0006457 | 3.76E-05    | 0.218145062 | 19.07166483 | 5   | 93   | protein folding                                                   |
| GO:0043161 | 4.51E-05    | 0.331794586 | 28.29988975 | 11  | 138  | proteasome-mediated ubiquitin-dependent protein catabolic process |
| GO:0051171 | 5.18E-05    | 0.725017114 | 238.2932745 | 189 | 1162 | regulation of nitrogen compound metabolic process                 |
| GO:0016043 | 5.24E-05    | 0.75818871  | 330.5755237 | 274 | 1612 | cellular component organization                                   |
| GO:2000112 | 5.47E-05    | 0.719940187 | 225.9889746 | 178 | 1102 | regulation of cellular macromolecule biosynthetic process         |
| GO:0060255 | 5.94E-05    | 0.748701682 | 293.4575524 | 240 | 1431 | regulation of macromolecule metabolic process                     |
| GO:1901566 | 6.09E-05    | 0.633880121 | 117.0959206 | 82  | 571  | organonitrogen compound biosynthetic process                      |
| GO:0032446 | 6.20E-05    | 0.458169935 | 45.93605292 | 24  | 224  | protein modification by small protein conjugation                 |
| GO:0010468 | 6.91E-05    | 0.72852846  | 236.2425579 | 188 | 1152 | regulation of gene expression                                     |
| GO:0044257 | 7.93E-05    | 0.462929953 | 45.52590959 | 24  | 222  | cellular protein catabolic process                                |
| GO:0009057 | 8.75E-05    | 0.541942044 | 65.82800441 | 40  | 321  | macromolecule catabolic process                                   |
| GO:0010556 | 9.12E-05    | 0.728854699 | 227.629548  | 181 | 1110 | regulation of macromolecule biosynthetic process                  |
| GO:0000956 | 0.000100798 | 0           | 8.202866593 | 0   | 40   | nuclear-transcribed mRNA catabolic process                        |
| GO:0051603 | 0.000101183 | 0.467787115 | 45.11576626 | 24  | 220  | proteolysis involved in cellular protein catabolic process        |
| GO:0019438 | 0.000120428 | 0.746666667 | 258.3902977 | 210 | 1260 | aromatic compound biosynthetic process                            |
| GO:0051252 | 0.000131892 | 0.728284024 | 214.2998897 | 170 | 1045 | regulation of RNA metabolic process                               |
| GO:0043933 | 0.000133233 | 0.664101777 | 128.9900772 | 94  | 629  | macromolecular complex subunit organization                       |

|            |             |             |             |      |      |                                                                |
|------------|-------------|-------------|-------------|------|------|----------------------------------------------------------------|
| GO:0018130 | 0.000150655 | 0.751165739 | 260.8511577 | 213  | 1272 | heterocycle biosynthetic process                               |
| GO:1902580 | 0.000215688 | 0.490113882 | 45.11576626 | 25   | 220  | single-organism cellular localization                          |
| GO:0019219 | 0.000221279 | 0.741758242 | 223.5281147 | 180  | 1090 | regulation of nucleobase-containing compound metabolic process |
| GO:0030163 | 0.000236669 | 0.509461426 | 48.80705623 | 28   | 238  | protein catabolic process                                      |
| GO:0031326 | 0.000238217 | 0.74788658  | 234.1918412 | 190  | 1142 | regulation of cellular biosynthetic process                    |
| GO:0019222 | 0.000262779 | 0.778987294 | 321.1422271 | 271  | 1566 | regulation of metabolic process                                |
| GO:0018193 | 0.00028066  | 0.502054349 | 45.93605292 | 26   | 224  | peptidyl-amino acid modification                               |
| GO:0007034 | 0.000319233 | 0           | 7.177508269 | 0    | 35   | vacuolar transport                                             |
| GO:0031123 | 0.000319233 | 0           | 7.177508269 | 0    | 35   | RNA 3'-end processing                                          |
| GO:2001141 | 0.000333027 | 0.741938979 | 208.9680265 | 168  | 1019 | regulation of RNA biosynthetic process                         |
| GO:1903506 | 0.000353282 | 0.742928661 | 208.7629548 | 168  | 1018 | regulation of nucleic acid-templated transcription             |
| GO:0080090 | 0.00037277  | 0.77700664  | 294.0727674 | 247  | 1434 | regulation of primary metabolic process                        |
| GO:0006355 | 0.000397312 | 0.744915027 | 208.3528115 | 168  | 1016 | regulation of transcription, DNA-templated                     |
| GO:0090501 | 0.000401978 | 0           | 6.972436604 | 0    | 34   | RNA phosphodiester bond hydrolysis                             |
| GO:0016567 | 0.000416671 | 0.499147485 | 42.65490628 | 24   | 208  | protein ubiquitination                                         |
| GO:0009889 | 0.000417697 | 0.758308024 | 235.4222712 | 193  | 1148 | regulation of biosynthetic process                             |
| GO:0042274 | 0.000497496 | 0.089658106 | 9.023153252 | 1    | 44   | ribosomal small subunit biogenesis                             |
| GO:0009987 | 0.000606516 | 0.832131792 | 1314.509372 | 1257 | 6410 | cellular process                                               |
| GO:0006497 | 0.000656847 | 0.154144241 | 10.66372657 | 2    | 52   | protein lipidation                                             |
| GO:0031323 | 0.000676044 | 0.789057858 | 301.2502756 | 256  | 1469 | regulation of cellular metabolic process                       |
| GO:0043543 | 0.000797845 | 0.15731201  | 10.45865491 | 2    | 51   | protein acylation                                              |
| GO:0006473 | 0.000802433 | 0           | 6.35722161  | 0    | 31   | protein acetylation                                            |
| GO:0006888 | 0.000802433 | 0           | 6.35722161  | 0    | 31   | ER to Golgi vesicle-mediated transport                         |
| GO:0009247 | 0.000802433 | 0           | 6.35722161  | 0    | 31   | glycolipid biosynthetic process                                |
| GO:0016197 | 0.000880745 | 0.20638126  | 12.09922822 | 3    | 59   | endosomal transport                                            |
|            |             |             |             |      |      |                                                                |
|            |             |             |             |      |      |                                                                |

How the deposited data were processed for this re-analysis (not part of the article)

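RNA-seq counts of proximal intestine from 3 sham and 3 SBS zebrafish, taken 2 weeks after surgery, were deposited by the authors in 1 table. The authors checked reads with FastQC, trimmed them with Trimmomatic, aligned them to danRer7 with STAR and made the counts per transcript with HTSeq-count. The counts are not normalized. Per the authors, the RPKM values were computed with edgeR from the counts, the gene length and a library size set for each column. Per the file headers, the authors deposited log2 fold changes and average log2 levels from edgeR, and the sign of the fold changes is sham over SBS, opposite to the paper's text. A likelihood ratio score per gene was deposited by the authors, made with edgeR. The authors also deposited each p-value and its FDR from the same differential test, and none of these derived columns entered the tests here. Versions, annotation release, strandedness and the filter on low counts are not stated, and the table holds only genes with at least 12 counts over the 6 columns.

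The columns of SBS replicate 1 and SBS replicate 2 hold equal counts in 12488 of 12488 rows, and identical samples are counted once. The plan made beforehand named all 6 libraries, a minimum of 10 counts over 6 libraries and 3 SBS libraries in the rule for named genes. Each was applied to the 5 distinct libraries instead, a change made before any number of called genes was seen. All 6 columns were kept as alternatives chosen after seeing the data. Of 12418 gene rows, 20 repeated rows were left out, 12398 were kept and 17 fell under the minimum of 10 counts, so that 12381 genes were tested. Of the genes kept, 162 have no Ensembl identifier.

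Reads counted on genes were 44413792, 38728394 and 47142289 in sham replicate 1, 2 and 3, 20377652 in SBS replicate 1 and 38867364 in SBS replicate 3. The TMM factors were 0.773, 0.919 and 0.707 in sham, 1.50 in SBS replicate 1 and 1.33 in SBS replicate 3. A gene with 0 counts in a group was given a lower bound against a floor of 3 counts over the group, and one with 1 to 3 counts a ratio with an exact 95% binomial interval.

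R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Differential expression was tested with edgeR's quasi-likelihood test on TMM-normalized counts, with a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1.5 or at most -1.5. Principal components were taken from the logarithm of the count plus 1, and the biological coefficient of variation is the square root of edgeR's common dispersion. RUVg was written by hand with 1 factor, upper-quartile scaling and, as controls, all genes but the 5000 with the smallest p. Gene lists were tested with camera at an inter-gene correlation of 0.01 on voom values, with fry and camera with an estimated correlation as alternatives.

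The gene lists covered hepatocytes, exocrine pancreas, testis and germ cells, erythrocytes, neutrophils, macrophages, lymphocytes, smooth muscle, skeletal muscle, epidermis, fibroblasts and extracellular matrix, absorptive enterocytes, ileal-type enterocytes, and goblet and enteroendocrine cells. Others covered the cell cycle, Wnt signalling, complement, coagulation, cholesterol biosynthesis, bile acids, nitric oxide and reactive oxygen, tight junctions, Toll-like receptors, cytokines, folate, gluconeogenesis, glycogenolysis, fatty acid oxidation, fatty acid activation, drug and steroid metabolism, ribosomal proteins and the proteasome. The genes named are those for which the study gives a log2 fold change or that it shows in Fig. 2a to 2c, Fig. 3a to 3d or Fig. 4, with ctnnb1 and lef1. To these were added the 5 called genes with the largest and the 5 with the smallest log2 fold change whose SBS libraries all lie above, or all below, the sham libraries, and the 3 members of each list with the highest mean level. Values of the study's genes had been seen in its text and in Table S5.

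Alternatives were DESeq2 size factors, filterByExpr, no filter beyond 1 count, the replicate number as a block, leaving out each library, limma on log2 RPKM with 1 or 0.1 added, DESeq2's Wald test, edgeR's likelihood ratio test, RUVg, other fold change limits and glmTreat. Scaling to spike-ins of equal amount was not run, since the table does not say which spike-ins these are.

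The tests were checked on simulated counts of SBS against sham with 200 of 12342 genes changed by 4 on the log2 scale. The quasi-likelihood test called 89.5% of the changed genes and 5 unchanged ones, the likelihood ratio test 97% and 54, DESeq2's Wald test 96.5% and 69, and RUVg 97% and 73. With the replicate block these were 93% and 32. In the same simulation over 12301 genes, the quasi-likelihood test without sham replicate 1 called 77% of the changed genes and 5 unchanged ones, and over 12286 genes without SBS replicate 3 it called 53% and 7. Limma on log2 RPKM, with 12381 genes, called 79% and 2. In the simulation of SBS against sham with 12342 genes, a raised list of 30 genes had a median log2 fold change of 3.86 and was placed higher by camera and by fry, and an unchanged list of 30 genes had a median of 0.17 and was called by neither.

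Gene Ontology and Ingenuity results were not recomputed, because the annotations they need were not available. RT-qPCR and histology values are not part of the deposited table. The result of 1 gene that the rule names is not reported here.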

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

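The tests of a single liver profile, of lymphocytes, of the scaling and of gene length were chosen only after the result was seen, and for liver, leukocytes and enterocytes the deciding statistic was chosen after marker levels were seen, although the question was set before the data were examined. In the paper's tables of ontology terms, cholesterol esterification terms are over-represented among the changed genes, and ribosome and proteasome terms are under-represented. Neither table gives a direction of change. The design confounds every difference between the groups with the surgery, and which tissue each sample holds was not measured.

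Markers of neutrophils had a median log2 fold change of 5.77 over 7 genes (camera adjusted p = 0.0103), and those of macrophages 2.22 over 14 genes (0.00139), with 1 and 2 genes past the threshold. Their levels relative to sham were 5.79 and 2.81 in SBS replicate 1 and 0.483 and 0.682 in SBS replicate 3, and without SBS replicate 1 the medians were 0.55 and 0.69, with both lists still called by camera (adjusted p = 0.00869 for each). Of the neutrophil genes 5 and of the macrophage genes 14 reach 1 CPM in sham, 2 and 4 are in another list, and the study names 1 macrophage gene. Not all markers move alike, since mpx was at 286 CPM in SBS replicate 1 and 11100 in SBS replicate 3, and cd74a, the most abundant macrophage gene, had a log2 fold change of 0.15. More neutrophils and macrophages in the samples may account for the raised immune genes of SBS replicate 1, where the neutrophil genes lie at 5.79. Lymphocyte genes lay at -0.484 there, with 0 of 12 above all sham libraries in both SBS libraries, which argues against more lymphocytes. Activation of cells already present stays open, and fry did not call either list (adjusted p = 0.136 and 0.128).

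Genes of fibroblasts and extracellular matrix had a median of 3.00 over 17 genes (camera adjusted p = 1.03e-09, fry 0.0245), with 1.98 in SBS replicate 1 and 2.34 in SBS replicate 3, and 13 of them reach 1 CPM in sham. In SBS, col1a1b was at 516 CPM against 64.6 in sham. The ostomy is part of the SBS surgery, so wound tissue at the stoma and a change in the intestinal wall cannot be separated by the design, and neither was tested. Epidermal genes had a median of 0.51 with 3 of 14 above and 3 below all sham libraries, which decides nothing about skin at the stoma.

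Absorptive enterocyte genes had a median of -1.91 over 25 genes (camera adjusted p = 2.77e-07, fry 0.107), or -3.03 without SBS replicate 3, of which 24 reach 1 CPM in sham. Of the 22 genes above 100 CPM in sham, 20 lay below all sham libraries in both SBS libraries. A lower share of enterocytes would lower them by one factor. Instead 13 of the 22 lay off the common factor in the same direction in both SBS libraries by more than in any sham library, which argues against a lower share as the whole cause. The interquartile range of their log2 ratios was 2.23 in SBS replicate 1 and 1.41 in SBS replicate 3, against at most 0.715 in a sham library. Only sham libraries set these limits, which weakens the comparison. Over all genes the SBS libraries spread more, with a median SD of log2 CPM of 0.41 against 0.259. A lower share together with regulation of single genes stays open.

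Ileal-type enterocyte genes had a median of 3.07 over 7 genes (camera adjusted p = 0.000584, fry 0.0423), with 2.40 in SBS replicate 1 and 0.959 in SBS replicate 3. Of these genes 4 reach 1 CPM in sham, 3 are in another list and 1 has no sham count, and the median is also 3.07 with that gene at its bound. The most abundant, ctsba, rose from 115 to 967 CPM. A shift of the proximal segment toward an ileal type, other tissue in the sample and a different site of sampling were not tested.

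Cholesterol biosynthesis genes had a median of 2.43 over 20 genes (camera adjusted p = 3.21e-11, fry 0.0245), with 12 past the threshold, and all 20 reach 1 CPM in sham. The gene hmgcs1 rose from 20.6 to 438 CPM. Liver also makes cholesterol, so liver RNA in the SBS samples bears on this list too. Of the hepatocyte genes that the study does not name and that lie under 5 CPM in sham, 23 of 23 (100%) lay at least 1.5 above sham on the log2 scale in both SBS libraries, and of those it names 9 of 9. In advance, fabp10a had been named as a gene that liver tissue would raise, and its log2 fold change was 5.56 (adjusted p = 0.0295). Against this, agxta, cyp2y3 and slco1d1 of the same list, chosen after their values were seen, had -1.53, -3.87 and -0.26, all from a level of over 20 CPM in sham that would hide a small share of liver. Between the SBS libraries, 26 abundant hepatocyte genes differed by -1.51 (hpx) to 3.55 (cp) on the log2 scale, with an SD of 1.08. Between sham libraries 3728 genes over 20 CPM, not these, had an SD of at most 0.528. All genes over 20 CPM had an SD of 0.975 between the SBS libraries, so this spread leaves open whether the libraries hold different shares of one liver profile. Liver tissue or its RNA cannot be told apart from expression in the intestine, since the tissue was not separated and the groups differ in surgery.

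Ribosomal protein genes had a median of -1.32 over 80 genes (camera adjusted p = 5.39e-22, fry 0.0589), with 78 below all sham libraries in both SBS libraries and 0 past the quasi-likelihood threshold, or 5 adjusted over the list alone. Proteasome genes had a median of 1.12 over 44 genes (1.25e-11, fry 0.107), or 0.60 without SBS replicate 3, with 37 above all sham libraries and 0 past the threshold, or 5 adjusted over the list alone. A single factor per library moves all genes alike, so it cannot place 78 of 80 genes of one list below and 37 of 44 of the other above the sham libraries. How far each list moved still depends on the scaling. Other genes of the same length and at least 50 CPM, 414 in number, had a median of -0.297, and 0 of 10000 random lists of them had one as low as the ribosomal protein genes, the lowest being -0.94. This argues against gene length as the whole cause. A change in the mix of cells stays open, as does a response to the surgery.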

How the results depend on the processing

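The settings with all 6 columns and with halved counts of SBS replicate 1 were chosen after the data were seen. The called genes kept their direction under every setting that calls them. Their number stayed within 1.5 times with DESeq2 size factors, filterByExpr, no filter, limma on log2 RPKM, no fold change limit, a limit of 1 and halved counts. It was 0 higher and 0 lower with the replicate block, where 1923 genes had an unadjusted p under 0.05, a fit of 2 pairs and 1 unpaired sham library. With 1 library left out it ranged from 0 to 1299 higher and from 0 to 1031 lower, with 0 called without any 1 sham library and the highest numbers without SBS replicate 3. DESeq2's Wald test called 1176 and 715, the likelihood ratio test 1215 and 716, and RUVg 961 and 728. All 6 columns gave 1183 and 753 with the quasi-likelihood test, 1686 and 975 with the likelihood ratio test, and 1075 and 812 with RUVg. Identical columns lower the estimated spread by construction. With glmTreat 85 and 30 were called, since it tests against the limit. For the other changes the cause was not tested. Scaling to spike-ins of equal amount was not run.

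Of 77 genes of the study and of the rule for called genes, 37 lost their call with the replicate block and without any 1 sham library, 34 gained one with the likelihood ratio test, 32 with DESeq2's Wald test and 31 with RUVg. With libraries left out, log2 fold changes ranged from -0.078 to 1.95 for stat3, from -0.0020 to 2.50 for stat4, from -0.31 to 4.50 for tlr5b and from -0.10 to 8.62 for nos2b. The low ends are without SBS replicate 3 for stat3 and stat4 and without SBS replicate 1 for tlr5b and nos2b, since the remaining SBS library is near sham.

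Fry called 7 lists higher and 3 lower. The cell cycle (median 3.21), complement (5.78), coagulation (5.91) and fatty acid oxidation (-0.25) lists were called by camera and not by fry, and tight junctions (0.49) and glycogenolysis (0.075) by fry and not by camera. Camera with an estimated correlation called 0 higher and 0 lower, with 1 of 32 lists at an unadjusted p under 0.05, where camera with the preset value called 17 lists and fry 10. Among the lists that lost their call were hepatocytes (6.85), nitric oxide (1.45), folate (-0.72), gluconeogenesis (-0.50) and drug and steroid metabolism (-1.30). An estimated correlation above the preset 0.01 widens the test. The estimates are not given here, so the cause of the lost calls stays open.

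Filtered with filterByExpr, the germ cell median was -0.30, and it ranged from -0.28 to 1.72 with libraries left out. For goblet and enteroendocrine cells the range was -0.32 to 0.27. The replicate block brought tight junctions (0.21), Toll-like receptors (1.47) and cytokines (2.33) past camera's threshold, and exocrine pancreas (-2.32) as lower. With filterByExpr lymphocytes (-0.85) were called lower. Limma on log2 RPKM did so for cytokines (1.41 with 1 added, 1.88 with 0.1) and, with 0.1 added, for tight junctions (0.33) and Toll-like receptors (0.94). All 6 columns did so for Toll-like receptors (1.93) and took gluconeogenesis (-0.51) under it. Without genes that the study names, the Wnt median was -0.40, and nitric oxide (0.94) and gluconeogenesis (-0.47) were no longer called. With libraries left out the ranges were 0.040 to 0.62 for tight junctions, -1.34 to 0.14 for fatty acid oxidation, -0.67 to -0.42 for gluconeogenesis, -0.050 to 0.29 for Wnt signalling, -0.071 to 2.36 for Toll-like receptors, 0.92 to 3.12 for cytokines and -0.85 to -0.52 for fatty acid activation. Camera called cytokines (adjusted p = 0.000278) and Toll-like receptors (0.000382) without SBS replicate 3, tight junctions without sham replicate 1 (0.0399) and without SBS replicate 1 (0.00284), and fatty acid activation without SBS replicate 1 (0.0275). It no longer called fatty acid oxidation without sham replicate 2 (0.0685) and without SBS replicate 1 (0.597), or gluconeogenesis without sham replicate 3 (0.0742) and without SBS replicate 3 (0.24). The cause was not tested.

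The first component held 76.41% with the 500 most variable genes, 68.52% with all 6 columns and 61.62% to 77.57% with libraries left out. The biological coefficient of variation ranged from 36.32% to 50.9% with libraries left out. Averages of the coefficient of variation of RPKM for sham were 26.02% at a mean RPKM of at least 1, 21.93% as a median and 26.94% to 28.96% with libraries left out. Those for SBS were 39.22%, 34.11% and, with all 6 columns, 35.86%. Over all libraries they were 48.36%, 41.36% and 42.76% to 54.58% with libraries left out. The spike-in median was 1.66 on reads of genes and 0.11 to 0.364 with libraries left out. The cause was not tested.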

Differences from the paper's values

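The test of doubled counts and the settings with all 6 columns and with halved counts were chosen after the values were seen. The paper gives 1346 genes higher in SBS and 308 were called here. Of the alternatives set before the data were examined, the number comes within 1.5 times of the paper's without SBS replicate 3 (1299), with DESeq2's Wald test (1176), the likelihood ratio test (1215) and RUVg (961). It does not with DESeq2 size factors, filterByExpr, no filter, the replicate block, any other library left out, limma on RPKM, other limits or glmTreat. The paper gives 678 genes lower and 255 were called here, and the number comes within 1.5 times of it with DESeq2's Wald test (715), the likelihood ratio test (716) and RUVg (728), but not with the others, among them 1031 without SBS replicate 3. All 6 columns, chosen after seeing the values, give 1183 and 753 with the quasi-likelihood test and 1075 and 812 with RUVg, and keep 559 and 551 of the 563 genes called here, while the likelihood ratio test gives 1686 and 975. Of the 63 genes that the study shows as higher, 24 were called here, 57 by the likelihood ratio test and 55 by DESeq2's Wald test. All 6 columns with the quasi-likelihood test call 55 of them. The deposited table itself holds 1384 genes higher and 1170 lower past these limits.

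The average biological coefficient of variation is 28% in the paper and 46.8% here. It comes within 1.5 times of the paper's without SBS replicate 1 (36.32%) or without SBS replicate 3 (36.33%). The sham libraries alone, at 36.51%, are also within it. Under no other alternative for both groups is it so close, among them filterByExpr (45.59%), all 6 columns (43.84%) and halved counts (46.15%). The paper gives a mean coefficient of variation of RPKM of 92% between groups over a larger set of genes, without saying how it was computed. The value here is 54.33% over all 5 libraries and 12398 genes, so the gene sets are not alike and it is not known that the quantities are. No alternative comes within 1.5 times of the paper's value.

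The log2 fold change of fgf19 is 5.6 in the paper and 3.61 here (standard error 1.16). Of the alternatives, only leaving out sham replicate 1 (4.53) brings it within the error, and the value in the deposited table is 3.42. The paper's value rests on 3 SBS fish, with RPKM of 0.622, 19 and 1.96 for SBS replicate 1, 2 and 3 in its Table S5, and the value here on SBS replicate 1 and 3.

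The paper gives 61739067 mapped reads for SBS replicate 2, and the deposited column with its name holds 20377652 reads on genes, which is 33% of that number. No alternative applies to this value.

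The paper states that glycogenolysis genes are lower in SBS. Here the median of the list was 0.07 (camera adjusted p = 0.275), and fry placed it higher (adjusted p = 0.0423). The paper reports higher ctnnb1, lef1, wnt5a and dkk3 from RT-qPCR and describes Wnt genes as increased. Its RT-qPCR used the samples that were not sequenced, and it also reports more β-catenin-positive cells by staining. In the RNA-seq counts the list median was 0.11, ctnnb1 had a log2 fold change of 0.18 (adjusted p = 0.686) and lef1 0.69 (0.51). By contrast, dkk3b had 2.52 (0.0476), and ccnd1, which the paper relates to Wnt signalling, had 1.71 (0.0295). The gene wnt5a had 0 counts in sham, 10 in SBS replicate 1 and 3 in SBS replicate 3. The Wnt list also holds antagonists such as dkk3b, so its median does not measure signalling activity.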

Other observations

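The tests of the identical columns and of the even counts were chosen only after the result was seen. The 5 libraries can be split into 3 and 2 in 10 ways. The real split gave 563 genes past the threshold and each of the 9 others gave 0, so 1 of 10 splits gave as many. A count over 10 splits cannot by itself exclude chance.

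The columns of SBS replicate 1 and SBS replicate 2 hold equal counts in 100% of the rows, which separate libraries would not give, and the counts of 1 library entered in both columns may account for it. The counts of SBS replicate 1 are all even. Within 2% of double the count of that fish in the paper's Table S5 were 91.9% of the genes compared, so the counts of a first sequencing run added to themselves are a candidate explanation. No biological explanation was tested for either.

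Germ cell genes had a median log2 fold change of 0.53 over the 6 genes listed of 23, and 1 lay above all sham libraries in both SBS libraries (camera adjusted p = 0.383). Testis or germ cells in the samples cannot be told apart from proliferation of intestinal cells on so few genes.

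With all 5 libraries, the TMM scaling and the minimum of 10 counts, the other lists of cell types gave no call with camera. Exocrine pancreas genes had a median of -1.64 (adjusted p = 0.184), erythrocyte genes 0.65 (0.215), lymphocyte genes -0.58 (0.057), smooth muscle genes -0.60 (0.228), skeletal muscle genes 0.69 (0.135), epidermal genes 0.51 (0.588), and goblet and enteroendocrine genes 0.27 (0.466). Camera called lymphocytes lower with filterByExpr (-0.85, adjusted p = 0.0222) and exocrine pancreas lower with the replicate block (-2.32, 3.84e-11). With 1 library left out camera called exocrine pancreas lower without sham replicate 2 (-2.15, adjusted p = 6.2e-06), lymphocytes lower without sham replicate 1 (-0.85, 0.00846) and without SBS replicate 1 (-0.79, 0.0311), and skeletal muscle higher without SBS replicate 1 (1.36, 0.000619). With libraries left out the medians ranged from -2.73 to -0.52 for exocrine pancreas, 0.18 to 1.15 for erythrocytes, -0.85 to -0.30 for lymphocytes, -1.55 to -0.072 for smooth muscle, 0.42 to 1.36 for skeletal muscle, 0.028 to 0.55 for epidermis and -0.32 to 0.27 for goblet and enteroendocrine cells. The top 10 genes took 22.3%, 18.3% and 20.0% of gene reads in sham replicate 1, 2 and 3, 9.77% in SBS replicate 1 and 12.1% in SBS replicate 3.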
